# A prognostic six‐gene expression risk‐score derived from proteomic profiling of the metastatic colorectal cancer secretome

**DOI:** 10.1002/cjp2.294

**Published:** 2022-09-22

**Authors:** Javier Robles, Laura Pintado‐Berninches, Issam Boukich, Beatriz Escudero, Vivian de los Rios, Rubén A Bartolomé, Marta Jaén, Ángela Martín‐Regalado, María Jesús Fernandez‐Aceñero, Juan Ignacio Imbaud, José Ignacio Casal

**Keywords:** colorectal cancer metastasis, secreted proteins, risk‐score, prognostic signature, patient stratification

## Abstract

The necessity to accurately predict recurrence and clinical outcome in early stage colorectal cancer (CRC) is critical to identify those patients who may benefit from adjuvant chemotherapy. Here, we developed and validated a gene‐based risk‐score algorithm for patient stratification and personalised treatment in early stage disease based on alterations in the secretion of metastasis‐related proteins. A quantitative label‐free proteomic analysis of the secretome of highly and poorly metastatic CRC cell lines with different genetic backgrounds revealed 153 differentially secreted proteins (fold‐change >5). These changes in the secretome were validated at the transcriptomic level. Starting from 119 up‐regulated proteins, a six‐gene/protein‐based prognostic signature composed of IGFBP3, CD109, LTBP1, PSAP, BMP1, and NPC2 was identified after sequential discovery, training, and validation in four different cohorts. This signature was used to develop a risk‐score algorithm, named SEC6, for patient stratification. SEC6 risk‐score components showed higher expression in the poor prognosis CRC subtypes: consensus molecular subtype 4 (CMS4), CRIS‐B, and stem‐like. High expression of the signature was also associated with patients showing dMMR, CIMP^+^ status, and *BRAF* mutations. In addition, the SEC6 signature was associated with lower overall survival, progression‐free interval, and disease‐specific survival in stage II and III patients. SEC6‐based risk stratification indicated that 5‐FU treatment was beneficial for low‐risk patients, whereas only aggressive treatments (FOLFOX and FOLFIRI) provided benefits to high‐risk patients in stages II and III. In summary, this novel risk‐score demonstrates the value of the secretome compartment as a reliable source for the retrieval of biomarkers with high prognostic and chemotherapy‐predictive capacity, providing a potential new tool for tailoring decision‐making in patient care.

## Introduction

Colorectal cancer (CRC) is considered a heterogeneous disease with different outcomes according to the molecular subtypes [1, 2]. This heterogeneity is reflected in differential epigenetic and genetic events such as microsatellite and chromosomal instability (MSI and CIN), CpG island methylator phenotype (CIMP), and *TP53*, *KRAS*, and *BRAF* mutations (among others) that lead to different pathogenesis and drug sensitivity [3]. This heterogeneity has been addressed by implementing global gene expression classifiers [1, 2, 4, 5]. Still, given the heterogeneity of CRC and the various clinical outcomes, novel and simpler predictive algorithms are necessary to facilitate clinical decision‐making and individually designed management approaches. Current pathological staging presents some predictive limitations, as a significant number of CRC patients relapse after surgical resection and are likely to develop metastasis within 5 years. Particularly necessary is the stratification of stage II and stage III patients to prevent recurrence and to identify those patients who would benefit from more aggressive therapies [6, 7].

We hypothesised that protein expression profiles associated with invasive and metastatic capacity might be useful for building more accurate risk predictors. The conditioned medium or cellular secretome, including exosomes, has been demonstrated to be a rich source of metastatic effectors and biomarkers of metastasis in different tumours [8]. Cancer cells can communicate by secreting soluble factors and/or extracellular vesicles in order to activate fibroblasts and immune cells, and promote extracellular matrix (ECM) remodelling in metastatic progression [9]. Therefore, the use of gene expression profiles derived from secreted proteins might be a suitable alternative to determine risk assessment and recurrence in CRC patients.

For secretome characterisation, cell lines present multiple advantages over whole tumour tissues as they facilitate a more exhaustive and complete recovery of secreted factors. Cell lines constitute a useful resource to recover functional molecular data and design mechanistic studies overcoming the high heterogeneity of human CRC. Multiple studies have confirmed the capacity of cell lines to faithfully represent the molecular subtypes of CRC [10, 11]. Considering this heterogeneity, we have selected three cell lines that represent different molecular subtypes and different liver metastatic capacity, which was determined after intrasplenic injection and survival analysis. Highly metastatic KM12SM and KM12L4 were derived from parental KM12 cells isolated from a patient with Dukes' stage B disease after successive inoculations in mice [12]. SW620 cells were isolated from a metastatic lymph node from a cancer patient and they are poorly metastatic in liver [13, 14]. According to the current CRC molecular classifiers [11], KM12 cells were classified as CMS1, CRIS‐A, and secretory ‘goblet‐like’ cells, whereas SW620 cells were assigned to the CMS4, CRIS‐D, or ‘stem‐like’ subtype. Previous studies suggest that molecular changes associated with CRC progression can be used to predict patient prognosis and response to chemotherapy [15, 16]. Given the vastly different functional and phenotypic properties between both cell lines, deregulated proteins in highly metastatic KM12SM and KM12L4 cells, compared to poorly metastatic SW620 cells, should constitute a rich source of information for the identification of potential prognostic biomarkers in CRC.

To explore the secretome compartment, we performed a combined multi‐omic approach: first, we used a label‐free quantitative proteomic analysis of cell line supernatants, which was validated using a global gene expression analysis of the three cell lines. Then, by using iterative training of hazard ratios (HRs) and survival log‐rank tests in four different datasets from primary tumours containing all the CRC stages, we identified and validated a panel of six genes/proteins with strong prognostic power for stage II/III disease. A risk‐score algorithm was developed and tested with the currently existing CRC molecular classifications. Finally, the predictive value in response to chemotherapy was investigated.

## Materials and methods

### Cell lines

KM12SM and KM12L4 cells were obtained from Dr Fidler (MD Anderson Cancer Center, Houston, TX, USA). SW620 cells were obtained from the ATCC (Manassas, VA, USA). Cells were grown in Dulbeccos Modified Eagle Medium containing 10% fetal bovine serum (Thermo‐Fisher Scientific, Madrid, Spain) and antibiotics at 37 °C in a 5% CO_2_ humidified atmosphere. Cells were regularly tested for mycoplasma contamination and authenticated by short tandem repeat determination.

### Secretome preparation from SW620, KM12SM, and KM12L4 cell lines and label‐free quantification analysis

See Supplementary materials and methods for description of protein preparation and *in silico* analysis. Raw data files have been deposited to the Proteome Xchange Consortium via the PRIDE repository with accession number PXD032899.

### Microarray analysis of differential gene expression

See Supplementary materials and methods for description of the global gene expression analysis. Raw data files have been deposited to the Gene Expression Omnibus repository with the accession number GSE199223.

### Bioinformatics tools

The proteins identified and quantified in the proteomic studies were analysed by systems biology in order to obtain the prediction of the enriched functions. Gene ontology (GO) analysis was performed using g:Profiler web site [17]. Venn diagrams were constructed using InteractiVenn [18]. Unsupervised hierarchical clustering was performed by the Euclidean distance method using Perseus 1.6.14. The Xena platform was used for visualising and interpreting cancer genomics data [19].

### Prognostic analyses using public datasets

Different public gene expression datasets were used for prognosis analysis including datasets from the Gene Expression Omnibus (GSE14333 [20], GSE17538 [21], and GSE39582 [22]) and the TCGA Research Network (COADREAD [23]). The Australian GSE14333 dataset contains clinical and gene expression and disease‐free survival (DFS) data from 290 CRC patients. GSE17538, GSE39582, and COADREAD databases contain 232 CRC, 566 colon cancer, and 736 CRC patients, respectively. These cohorts were also used for TNM staging system classification. Predictive value for chemotherapy treatment was evaluated in the GSE39582 cohort. In addition, datasets GSE72970 [24] and GSE106584 [25] were used in order to increase the number of patients treated with FOLFIRI and FOLFOX. The GSE39582 dataset was also used for information on genome instability and other genetic alterations. CMS subgrouping was performed in the GSE14333, GSE39582, and TCGA COADREAD datasets using the ‘CMSclassifier’ R package [2]. Sadanandam classification of GSE14333 was obtained directly from Sadanandam *et al* [1]. The expression levels for all probes within each sample (patient) were transformed to a *z*‐score value. CRIS classification of the GSE14333, GSE39582, and TCGA COADREAD datasets was obtained from Isella *et al* [5].

### Signature design and risk‐score development

Gene selection for the prognostic signature was sequentially performed using the GSE39582, TCGA, COADREAD and, then, GSE14333 cohorts. Genes with a HR > 1 in GSE39582 were investigated for a significant log‐rank *P* value by applying the median cut‐off method in the TCGA COADREAD. Then, selected genes were asked to have a significant HR > 1 in GSE14333 for validation. For risk‐score development, the GSE14333 database was used. In brief, the risk‐score for each patient was calculated as the sum of each gene's score, which is derived by multiplying the normalised expression level of each gene by its corresponding coefficient Risk score = ∑ *β*_*i*_ × *E*_*i*_ (*β*_*i*_ is the Cox regression coefficient of gene *G*_*i*_ and *E*_*i*_ is the expression value of gene *G*_*i*_). Then, patients were divided into two groups (i.e. high or low risk) by the optimal cut‐off method using X‐tile software [26]. The optimal cut‐off was defined as the point with the most significant log‐rank test split to achieve the lowest *P* value. Gene prognostic signature and risk‐score classification were validated in the GSE39582, TCGA COADREAD, and GSE17538 datasets.

### Statistical analysis

Univariate and multivariate Cox regression analysis were performed using ‘survival’ and ‘survminer’ R packages. Forest plot representation was obtained using the ‘ggplot2’ R package. Kaplan–Meier analysis was performed using OriginPro Version 2020 (OriginLab Corporation, Northampton, MA, USA). The significance of gene expression differences between groups was obtained by using two‐sample *t* tests for each protein or gene. ANOVA tests were performed in order to detect significant differences in risk‐score between three or more groups. *F* statistic and *P* value are shown.

## Results

### Quantitative label‐free proteomic characterisation of the metastatic secretome

The biomarker discovery workflow is detailed in Figure 1A. Protein extracts from concentrated supernatants of each cell line were trypsin‐digested and peptides separated into six fractions using an OFFGEL instrument (Agilent, Santa Clara, CA, USA). Mass spectrometry results were quantified using MaxQuant LFQ and Perseus. Comparison of the intensity values for each of the quantified proteins among all triplicates and the analysis of the linear correlation between each comparison revealed a high reproducibility of the quantitative data (supplementary material, Figure S1A). Furthermore, the histograms of the distributions of the LFQ log_2_ values of the quantified proteins in each triplicate showed a similar normal distribution pattern, confirming the robustness of the proteomic analysis (supplementary material, Figure S1B). Principal component analysis (PCA) of the three replicates for each cell line confirmed that KM12SM and L4 cells clustered together, whereas SW620 cells clustered apart (supplementary material, Figure S1C). In total, 1,570 proteins were identified and 1,564 were quantified in the secretome of the three cell lines (supplementary material, Table S1). Most of the identified and quantified proteins, 1,284 and 884 proteins, respectively, were common to the three cell lines (Figure 1B). However, 260, 70, and 129 proteins were exclusively quantified in the secretome of KM12SM, KM12L4, and SW620, respectively (Figure 1B). Among the quantified proteins, 153 proteins (119 up‐regulated and 34 down‐regulated) were differentially secreted between KM12 (L4 and SM) and SW620 cells with a fold‐change ≥5 (*P* value ≤0.05) (supplementary material, Table S2). Location of the quantified and identified proteins reveals a combination of secreted and cellular proteins likely derived from exosomes and microvesicles (supplementary material, Figure S1D). GO analysis of the 119 up‐regulated proteins in the KM12 cells showed that ECM constituent, cell adhesion molecule binding, calcium ion binding, and exocytosis are among the most significantly biological functions (supplementary material, Figure S1E). Down‐regulated proteins were related to cell migration, including cell polarity, podosome assembly, actin binding, and granulocyte activation.

**Figure 1:**
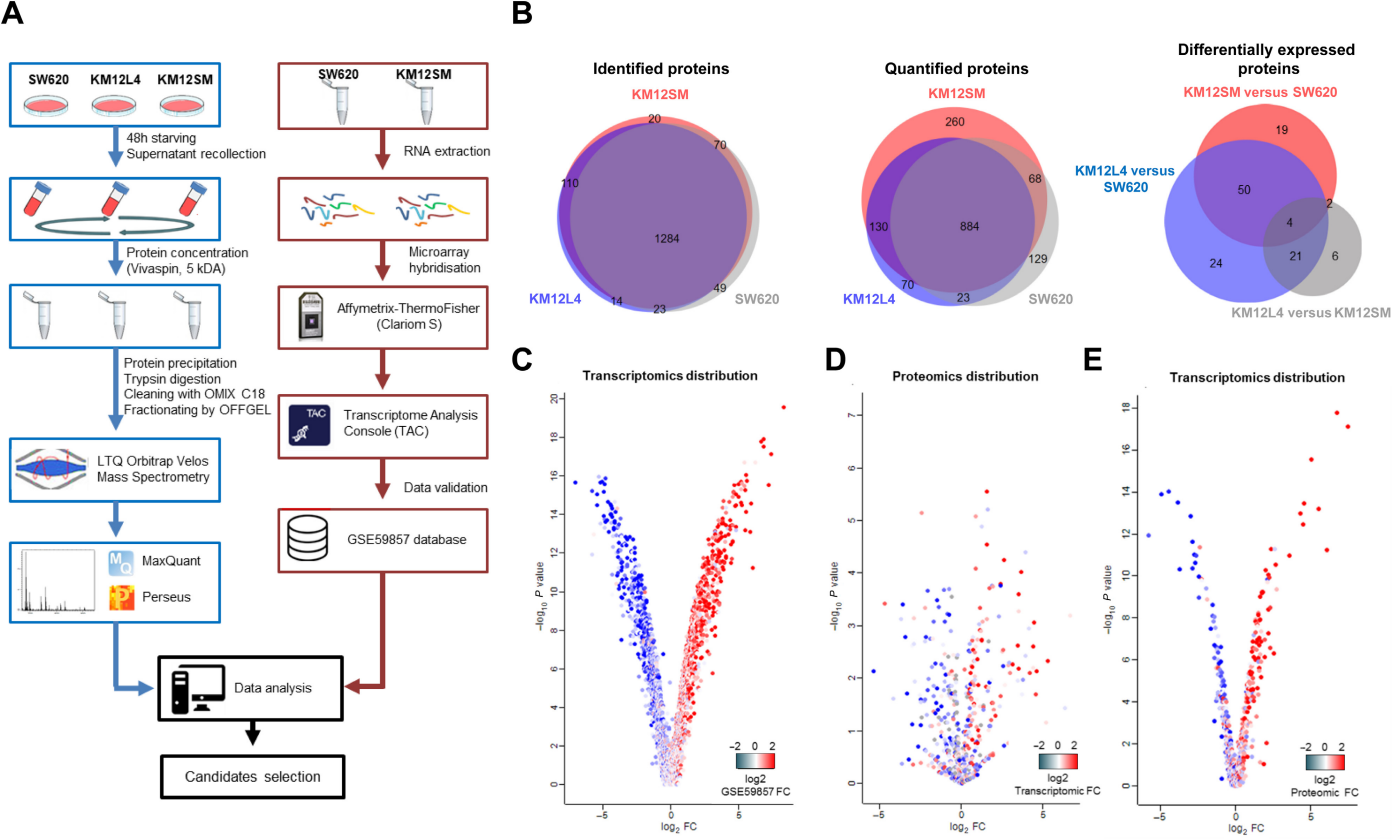
Work‐flow, quantified proteins, and correlations between proteomic and transcriptomic results. (A) Work‐flow scheme of label‐free proteomic analysis of secreted proteins from SW620, KM12SM, and KM12L4 cells and the corresponding transcriptomic experiments. (B) Proportional Venn diagrams of the identified, quantified, and differentially expressed proteins in the secretome fractions of the SW620, KM12SM, and KM12L4 cell lines. (C) Volcano plot distribution of transcriptomic data (KM12SM/SW620) according to the fold‐change obtained from GSE59857 for the same cell lines. Both gene expression studies, internal and dataset, showed an excellent correlation and were used indistinctly. (D) Volcano plot distributions of proteomics results coloured according to transcriptomic data and (E) transcriptomic results distribution represented on proteomic data.

### Gene expression analysis and correlation with proteomic data

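KM12SM cells are a liver-metastatic derivative of the KM12 colorectal cancer line, and SW620 cells come from a lymph node metastasis. Total RNA of both lines was labelled and hybridised to 6 Clariom S human arrays, 3 per line. The supplementary methods call the 3 arrays of a line independent RNA replicates. No source used here says whether they came from separate cultures, so the p-values measure the spread between these samples, which may be technical. The authors normalised the arrays and summarised the probes of each gene with the RMA algorithm of Transcriptome Analysis Console, whose version is not given in the sources used here. The deposited values are log2 signals between 2.36 and 13.79 for 21448 probe sets on every array. The probe annotation gave 1 gene symbol to 17709 probe sets and several to 0, and 3739 are unnamed here. The probe set of NPC2 was named only through the paper's Table S3. Each probe set was compared between KM12SM and SW620 with limma (two-sided) and called higher or lower at an adjusted p under 0.05 over all 21448 probe sets. The standard error of a difference had a median of 0.18 on the log2 scale, and the number of arrays limits this precision. No detection calls were used, so the fold change of a gene that is dim in 1 line is limited by the background. Gene groups were taken from 29 lists fixed before the deposited values were examined. The lists may not be independent of the folds in the paper's Table S3, which come from the same arrays. Each list was compared with all other genes by limma's camera at a preset correlation of 0.01 between genes. This was repeated with the correlation estimated from the arrays. The second run gave a larger p also where the estimated correlation was under 0.01, as for the mesenchymal list (-0.0036). That run takes its degrees of freedom from the 6 arrays, and the first takes them from the number of genes. A list that is lost in the second run is thus not shown to hold correlated genes.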

For an initial validation of the expression alterations observed in the secreted proteins of the three cell lines, we combined in‐house transcriptomic analysis of KM12SM and SW620 cells (GSE199223) with the publicly available GSE59857 dataset, which contains the gene expression analysis for 155 CRC cell lines [10]. Quality control of our transcriptional study indicated a robust Pearson correlation coefficient (supplementary material, Figure S2A) and normal distribution of the histograms of the signal intensities corresponding to the gene expression (supplementary material, Figure S2B). 

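Arrays of the same line were more alike than arrays of different lines. Over 21448 probe sets, Pearson r was 0.992 between replicates 1 and 2 of KM12SM and 0.992 between replicates 1 and 2 of SW620. Replicate 3 stood further from the other arrays of its line, at 0.986 and 0.983 in KM12SM and at 0.986 and 0.981 in SW620. Between a KM12SM and a SW620 array, r was 0.919 to 0.926. The median log2 signal was 6.75 to 6.78 on the KM12SM arrays and 6.71 to 6.74 on the SW620 arrays. The signals had an SD of 2.03 to 2.15 per array and a skew of 0.148 to 0.185, a slight tail towards bright probe sets. Of the common control genes, GAPDH had a log2 signal of 13.26 ± 0.16 (SD, n = 3) in KM12SM and 13.04 ± 0.12 (SD, n = 3) in SW620, a difference of 0.22 (adjusted p = 0.401 from limma). ALDOA, which encodes the glycolytic enzyme aldolase A, was higher in KM12SM by 0.58 (standard error 0.18, adjusted p = 0.0271 from limma). Its call was lost without KM12SM replicate 1 or 2, or without SW620 replicate 1, 2 or 3 (adjusted p from limma 0.0565 to 0.124). Of 7 measured control genes, TBP and ALDOA were higher and HPRT1 was lower, with 4 not passing the test (2 higher and 2 lower adjusted over the list alone). Of 14 ribosomal protein genes, RPS14 (0.79) and RPL27 (0.72) were higher and 12 did not pass (2 higher adjusted over the list alone).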

We observed an excellent agreement between our transcriptomic analysis and the GSE59857 results, supporting a direct data comparison between both datasets (Figure 1C). 

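The first principal component separated KM12SM from SW620 and held 78.4% of the variance of the log2 signals, with probe sets centred and not scaled. The KM12SM arrays scored 56.7 ± 2.68 (SD, n = 3) and the SW620 arrays -56.7 ± 1.64 (SD, n = 3), so that the distance between the lines was far larger than the spread within them. The second component held 9.09% and set replicate 3 of both lines apart, at 20.6 in KM12SM and 31.5 in SW620, against -22.0 to -6.20 for the other arrays. The third held 6.60%. With every probe set scaled to unit variance, the first component held 41.9% of the variance.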

PCA confirmed a similar clustering of the cell lines by using either our transcriptomic data (supplementary material, Figure S2C) or the GSE59857 dataset values (supplementary material, Figure S2D). 

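MAL2, REG4, MGAM2 and AGR2 had the largest rises in KM12SM among named probe sets. MAL2, a membrane protein of apical transport in epithelial cells, had a log2 signal of 12.14 ± 0.04 (SD, n = 3) in KM12SM and 3.74 ± 0.21 (SD, n = 3) in SW620. This is a log2 fold change of 8.40 (standard error 0.17, adjusted p = 7.94e-14 from limma). The secreted lectin REG4 followed at 7.54 (standard error 0.18), MGAM2 at 7.52 (0.21) and AGR2, a disulphide isomerase of mucus-producing cells, at 7.44 (0.23). SERPINB5 (maspin) rose by 6.94, the organic anion transporter SLCO1B3 by 6.89, LYZ (lysozyme) by 6.76 and the matricellular protein THBS2 by 6.13. ALDH1A1, a retinal dehydrogenase, and the protease CTSE were higher by 6.00 and 5.97. In the other direction, PHYHIPL had a log2 fold change of -6.81 (standard error 0.22, adjusted p = 4.36e-12 from limma). MAP1B, a microtubule-associated protein of neurons, followed at -5.80, TEX30 at -5.71, MSANTD4 at -5.66 and KLRC2, a receptor of natural killer cells, at -5.58. FAM111B and SESN3, a stress-induced sestrin, both had -5.56, and RDX, which links actin to the membrane, had -5.44. The matrix proteoglycan LUM had -5.43 and the Wnt inhibitor NKD1 had -5.20. The standard errors of these 20 log2 fold changes lay between 0.17 and 0.29. Together, 2708 probe sets were higher and 2654 lower in KM12SM at an adjusted p under 0.05 from limma, 25% of the 21448 tested. At least 2-fold differences were found for 1197 higher and 1045 lower probe sets, and at least 16-fold differences for 68 and 53. The arrays of the lines did not overlap for 8090 probe sets (37.7%), where chance gives 10% for 3 arrays against 3.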

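Most epithelial genes measured were higher in KM12SM, and of the goblet cell, mesenchymal and Wnt target genes a part changed. Of 31 measured genes of epithelial junctions and identity, 24 were higher and 2 lower (24 and 2 adjusted over the list alone), with a median log2 fold change of 1.40. Camera gave the list an adjusted p = 1.90e-15, and an adjusted p = 0.149 with an estimated correlation. RAB25, a GTPase of apical recycling, rose by 5.63 (standard error 0.21), the clathrin adaptor subunit AP1M2 by 5.28 (0.17) and CDH1 (E-cadherin) by 3.69 (0.22). Of 28 goblet and other secretory cell genes, 13 were higher and 15 did not pass the test (13 higher adjusted over the list alone), with a camera adjusted p = 3.02e-08, and an adjusted p = 0.183 with an estimated correlation. Beside REG4, AGR2 and LYZ, these included the mucin glycosyltransferase GCNT3 (5.26, standard error 0.17). Of 13 intestinal transcription factors, 8 were higher and SOX2 was lower (8 and 2 adjusted over the list alone), with an adjusted p = 0.00128 from camera, and an adjusted p = 0.149 with an estimated correlation. FOXA1 rose by 3.47 (0.23), GATA6 by 3.16 (0.24), TBX3 by 2.79 (0.19) and CDX2 by 0.94 (0.17).

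Of 24 mesenchymal genes, 11 were lower and 13 did not pass (12 lower adjusted over the list alone). Their adjusted p = 9.01e-07 from camera became an adjusted p = 0.147 with an estimated correlation. The transcription factors ZEB1 and SNAI2, which repress CDH1, had log2 fold changes of -4.26 (standard error 0.19) and -4.04 (0.26), and MSN (moesin) had -3.96 (0.22). VIM (vimentin) had -1.04 (0.17). Of 25 Wnt target and stem cell genes, 12 were lower and 4 higher (13 and 5 adjusted over the list alone), with an adjusted p = 0.000894 from camera, and an adjusted p = 0.230 with an estimated correlation. The lower ones included PROX1 (-4.39), AXIN2 (-4.13) and the secreted Wnt deacylase NOTUM (-3.54), and CD44 was among the 4 higher ones. Of 17 enteroendocrine genes, SCG2 (-3.38), CHGB (-3.01) and SYP (-0.66) were lower and 14 did not pass (3 lower adjusted over the list alone). The call of SYP was lost without KM12SM replicate 1 or without SW620 replicate 1 (adjusted p = 0.0756 and 0.0580 from limma).

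Absorptive enterocyte genes were divided. DPP4, a brush border peptidase, rose by 5.68 (0.18), CEACAM5 by 4.76 (0.19), the lectin LGALS4 by 4.07 (0.19) and CEACAM6 by 2.57 (0.25). Of 24 measured, 5 were higher, 3 lower and 16 did not pass (7 and 3 adjusted over the list alone), with an adjusted p = 0.0630 from camera, and an adjusted p = 0.223 with an estimated correlation. The list passed the threshold without KM12SM replicate 1 (adjusted p = 0.0346), KM12SM replicate 2 (0.0362) or SW620 replicate 1 (0.0340), and with the trend and robust options of limma (0.0497). Among 15 heat shock and immediate early genes, a sign of stress in the cultures, 9 were lower in KM12SM and 4 higher (10 and 4 adjusted over the list alone). The 2 groups differed: of 7 heat shock genes, 6 were lower and 0 higher (median -2.24). Of 8 immediate early genes, 3 were lower and 4 higher (median 0.27). Of 30 genes of the S and G2/M phases, 5 were higher and 5 lower (8 and 7 adjusted over the list alone), and camera gave an adjusted p = 0.906.

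**Figure D1:**
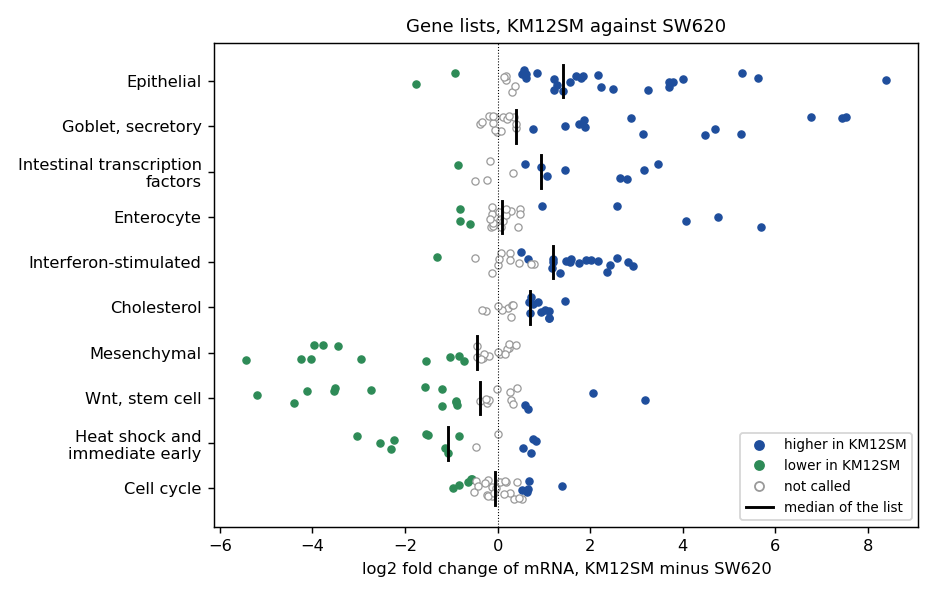
Log2 fold change of mRNA, KM12SM minus SW620 (x axis), of each measured gene in 10 gene lists (y axis). Blue (higher) and green (lower) points passed limma's test at an adjusted p under 0.05, open points did not, and a black bar marks the median of a list: 1.40 for epithelial and -0.45 for mesenchymal genes.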

Gene expression differences between KM12SM and SW620 are shown in supplementary material, Table S3. 

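Among proteins with a large difference between the media of KM12SM and SW620, most had mRNA that differed in the same direction. The protein ratios are the paper's (Table S1, KM12SM over SW620), and the mRNA values come from the arrays. The medium was collected from serum-free cultures, and the supplementary methods name no serum-free culture for the array RNA. Protein and mRNA may thus come from cells in different conditions. A2ML1, a protease inhibitor, had a protein ratio of 21.2 in the paper's table and an mRNA log2 fold change of 5.42 (adjusted p = 6.88e-10 from limma). The paper's ratio for the actin-bundling protein LCP1 was 0.123, and its mRNA had a log2 fold change of -5.18 (adjusted p = 2.25e-10 from limma). For CDH1 and MSN the paper's protein ratios were 46.7 and 0.00769, and the mRNA was higher and lower, respectively. Of 48 proteins with a ratio of at least 5 at a p of 0.05 or less, the mRNA was higher for 32, lower for 2 and not called for 14. The 2 were IGFBP4, which binds insulin-like growth factors, with an mRNA log2 fold change of -0.92, and the chaperone ERP44 with -0.65, both named after their values were seen. ERP44 lost its call without KM12SM replicate 1 or without SW620 replicate 1 (adjusted p = 0.0562 and 0.0557 from limma). Of 13 proteins with a ratio of at most 0.2 at a p of 0.05 or less, the mRNA of 10 was lower and that of 3 was not called. Among 749 proteins with a ratio between these limits, the mRNA of 133 was higher and that of 130 lower.

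Over the 831 genes with a protein ratio above 0, the log2 protein ratio and the mRNA log2 fold change had a Pearson r of 0.563 and a Spearman rho of 0.452. Both had a permutation p = 1e-05, the smallest that the permutations can give, and an adjusted p = 1e-05 over the 2 correlations computed. These are correlations across genes, which are not independent replicates. The signs were the same for 554 of the 831 genes (66.7%), where the shares of each sign alone would give 50.0%. Among the 61 proteins with a ratio of at least 5 or at most 0.2 at a p of 0.05 or less, they were the same for 52 (85.2%), against 58.0%.

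**Figure D2:**
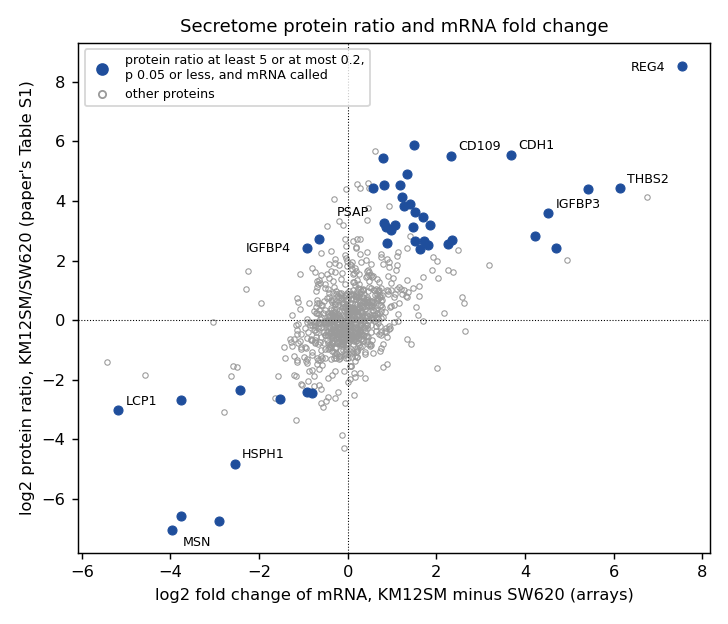
Log2 protein ratio in the medium, KM12SM over SW620, from the paper's Table S1 (y axis) against the log2 fold change of mRNA on the arrays (x axis), with 1 point per gene for 831 genes. Filled points are the genes with a protein ratio of at least 5 or at most 0.2 at a protein p of 0.05 or less and a called mRNA difference: 42 lie in the quadrants of equal direction and 2 in that of opposite direction.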

Although the overlapping of the proteomic data over the global transcriptomic analysis revealed a weaker match, likely as a consequence of a lower representation of proteins versus identified genes (Figure 1D), a distribution analysis of the transcriptomic values on the proteomics data indicated an excellent overlap between protein and mRNA alterations for the identified secreted proteins (Figure 1E). Therefore, gene expression results validated the protein alterations identified in the secretome analysis.

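Over a part of both secretome lists, mRNA changed in the direction of the protein. The 119 proteins that were higher in KM12L4 and/or KM12SM medium were chosen by the paper on the proteome and not on these arrays. Of the 104 genes measured, 59 were higher in KM12SM, 5 were lower and 40 did not pass the test (63 and 7 adjusted over the list alone). The median log2 fold change was 0.80, with an adjusted p = 1.18e-17 from camera, and an adjusted p = 0.200 with an estimated correlation. REG4, AGR2, SERPINB5 and LYZ had the largest rises. The 5 lower genes, named after their values were seen, were MINPP1, TSPAN6, PRDX4, ERP44 and HEXA. PRDX4 lost its call without KM12SM replicate 3 or SW620 replicate 1 (adjusted p = 0.0555 and 0.0590 from limma), and ERP44 without KM12SM replicate 1 or SW620 replicate 1. HEXA lost it without KM12SM replicate 1 or 3 or SW620 replicate 1 or 2 (adjusted p 0.0527 to 0.109 from limma). All 5 lost it with the methods' t-test and Benjamini-Hochberg adjustment (adjusted p 0.0525 to 0.123). In the paper, some of the 119 proteins had a KM12SM over SW620 ratio of at least 5 at a p of 0.05 or less. Proteins found in KM12SM and not in SW620 at that p were counted with them. Of the 60 genes measured for these proteins, 42 were higher and ERP44 was lower (45 and 2 adjusted over the list alone). Their median log2 fold change was 1.38, with an adjusted p = 3.45e-21 from camera, and an adjusted p = 0.149 with an estimated correlation. Of the other 44 genes, whose proteins did not meet this limit in KM12SM, 17 were higher and 4 lower (18 and 5 adjusted over the list alone), with an adjusted p = 0.000138 from camera, and an adjusted p = 0.395 with an estimated correlation. With the methods' t-test and Benjamini-Hochberg adjustment, 10 of these 44 were higher. Of 32 measured genes of the 34 proteins lower in KM12 medium, 23 were lower and HMGCS1, an enzyme of cholesterol synthesis, was higher (23 and 1 adjusted over the list alone). HMGCS1 lost its call without KM12SM replicate 3 or SW620 replicate 3 (adjusted p = 0.0928 and 0.0867 from limma). The median log2 fold change of the list was -1.05, with an adjusted p = 1.90e-15 from camera, and an adjusted p = 0.149 with an estimated correlation. LCP1, the glutaminyl cyclase QPCT (-4.02), MSN and ERVMER34-1 (-3.86) had the largest falls.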

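Among the 119 proteins are IGFBP3, CD109, LTBP1, PSAP, BMP1 and NPC2. IGFBP3, which carries insulin-like growth factors, had a log2 signal of 10.22 ± 0.37 (SD, n = 3) in KM12SM and 5.70 ± 0.14 (SD, n = 3) in SW620. It was 22.9-fold higher, a log2 fold change of 4.52 (standard error 0.20, adjusted p = 1.08e-10 from limma). CD109, a membrane-anchored co-receptor of TGF-beta, was 5.06-fold higher (log2 2.34, standard error 0.19, adjusted p = 1.56e-07 from limma). NPC2, a lysosomal cholesterol carrier, was 4.01-fold higher (log2 2.00, standard error 0.22, adjusted p = 4.75e-06 from limma). LTBP1, which holds latent TGF-beta in the matrix, was 3.24-fold higher (log2 1.70, standard error 0.21, adjusted p = 1.72e-05 from limma). PSAP, the precursor of the lysosomal saposins, was 1.75-fold higher (log2 0.81, standard error 0.17, adjusted p = 0.00159 from limma). BMP1, a protease that matures procollagens, had a log2 fold change of 0.35 (standard error 0.18) and did not pass the test (adjusted p = 0.190 from limma), although its KM12SM arrays all lay above its SW620 arrays. With array weights BMP1 passed, with an adjusted p = 0.0227 from limma. The paper's protein ratios of KM12SM over SW620 were 45.97 for CD109, 40.66 for NPC2, 11.99 for IGFBP3, 9.57 for PSAP and 2.08 for BMP1. LTBP1 had no ratio and was counted as found in KM12SM and not in SW620. For BMP1 the paper's ratio of KM12L4 over SW620 was 7.52. The paper's tables differ on BMP1. Its ratio of KM12SM over SW620 has the paper's p = 0.0123 in Table S2, but in Table S1 neither BMP1 ratio has a p of 0.05 or less. Of the 5 genes with an annotated probe set, 4 were higher (4 adjusted over the list alone), with an adjusted p = 7.42e-05 from camera, and an adjusted p = 0.149 with an estimated correlation. From the overlap of protein and mRNA differences, the paper concludes that gene expression bears out the alterations found in the secretome.

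**Figure D3:**
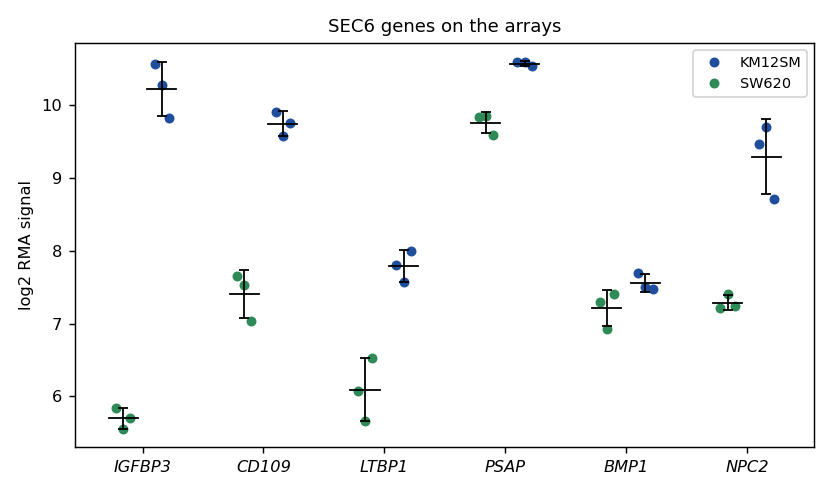
Log2 RMA signal (y axis) of 6 genes (x axis) on the 3 KM12SM and 3 SW620 arrays. Each point is 1 array, the horizontal line is the mean and the error bar is the SD, and BMP1 shows the smallest distance between the lines.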

### Discovery, training, and validation of prognostic biomarkers

Then, those 119 genes corresponding to the up‐regulated proteins were investigated for their prognostic value according to the REMARK guidelines [27]. Four different datasets were consecutively used for discovery, training, and validation of potential prognostic biomarkers (Figure 2A). For the initial selection, we used, as discovery dataset, the CIT cohort (GSE39582, *n* = 566) containing stage and relapse information. Sixty of 119 genes were found to have a HR > 1, according to the Cox model estimator (Figure 2A and supplementary material, Table S4). Training of the 60 genes in the TCGA COADREAD database (*n* = 736) resulted in the selection of 8 genes with a log‐rank *P* value <0.05 (Figure 2A). Final validation using the GSE14333 dataset (AUS cohort, *n* = 290 patients) resulted in the selection of six genes (IGFBP3, CD109, LTBP1, PSAP, BMP1, and NPC2) showing a HR > 1 with *P* value <0.05 (Figure 2B and supplementary material, Table S4). Moreover, the six genes consistently showed significant HRs in four datasets (supplementary material, Table S5). As a further validation, the expression of these markers in the metastatic cells and tissues was tested by qPCR, western blot, and immunohistochemistry. Significant differences in gene expression between KM12 and SW620 cells were confirmed by qPCR, with IGFBP3 and PSAP showing the highest and lowest expression, respectively (Figure 2C). LTBP1, CD109, BMP1, IGFBP3, PSAP, and NPC2 protein overexpression in the cell line supernatants was confirmed by western blot (Figure 2D). Immunohistochemical staining was performed to visualise the expression of BMP1, CD109, LTBP1, PSAP, and NPC2 in human control colonic tissue, primary tumour, and liver metastasis. IGFBP3 was not tested due to the lack of suitable antibodies. Significant differences were found in the location and expression levels of the five biomarkers. BMP1, CD109, and LTBP1 showed a gradual and clear increase of expression from the control tissues to the metastatic tissues, with preferential cytoplasmic staining in the tumour tissue, being more intense in metastasis. NPC2 gave a distinctive pattern with strong staining of stromal vessels (likely endothelium) in the periphery of the control colonic tissue and some weak cytoplasmic staining in the crypts. In the primary tumour, NPC2 showed preferential membrane staining of the tumour, being more cytoplasmic in the metastasis. PSAP showed stromal but no epithelial staining in the normal colon. However, primary tumours exhibited clear cytoplasmic staining that was more pronounced in the metastatic tissues, including the stromal compartment (Figure 2E). Collectively, these results indicate higher epithelial expression of the five biomarkers in metastasis, although NPC2, PSAP, and BMP1 also showed stromal staining, mainly in normal colon.

**Figure 2:**
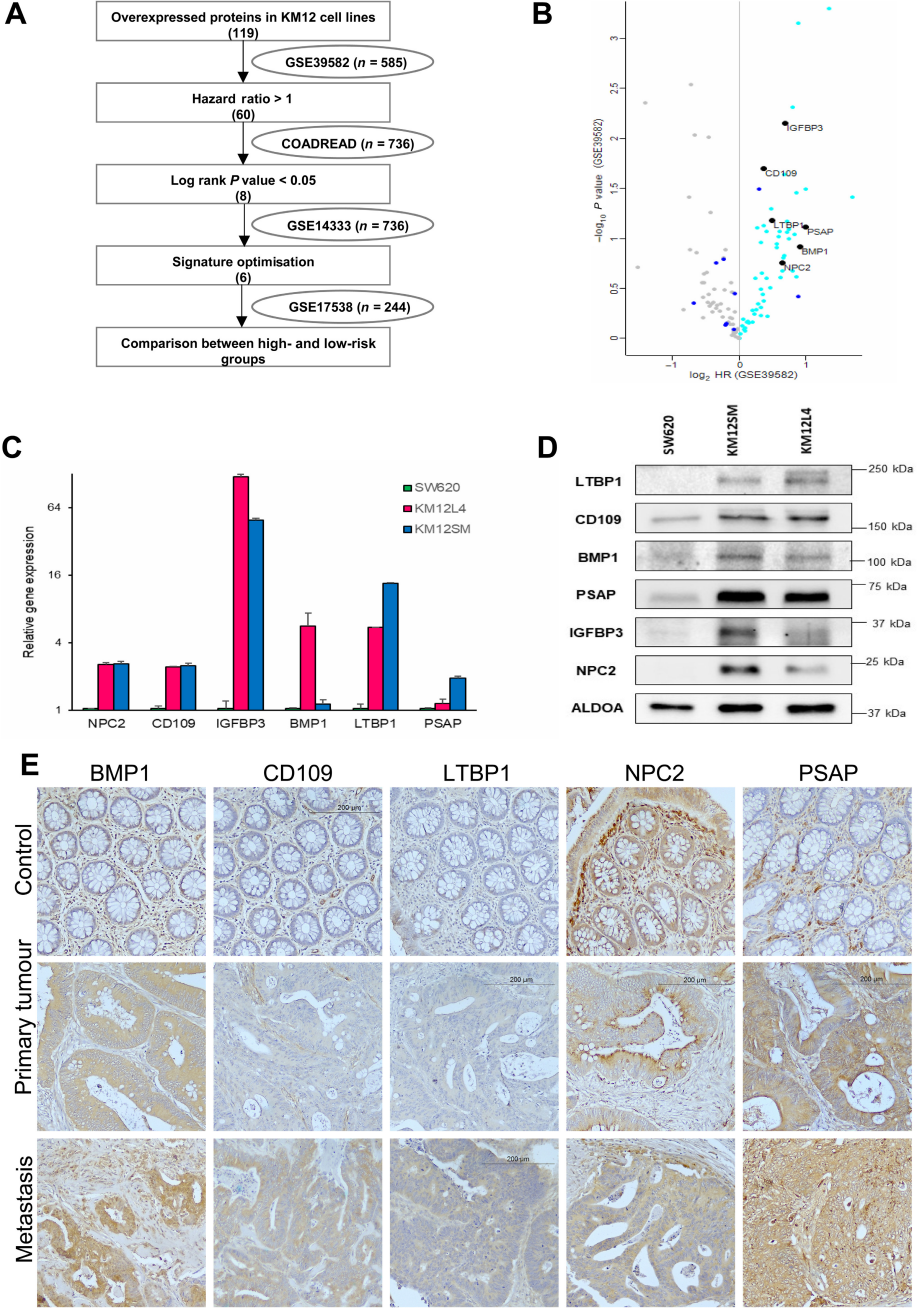
Discovery and validation of the gene‐based prognostic signature. (A) Flow‐chart representation of sequential prognostic signature selection using different datasets (GSE39582, TCGA COADREAD, GSE14333, and GSE17538). (B) Volcano plot of the overexpressed proteins in KM12SM and/or KM12L4 compared to SW620 cell lines. Distribution corresponds to the GSE39582 cohort data. Colour labelling corresponds to GSE39582 HR (cyan), COADREAD log‐rank *P* value (blue), and GSE14333 HR *P* value (black). Genes corresponding to the SEC6 proteins genes, which fit the threshold, are indicated. (C) Colorectal cancer cell lines KM12SM, KM12L4, and SW620 were subjected to qPCR using specific primers for NPC2, CD109, IGFBP3, BMP1, LTBP1, and PSAP. (D) Western blot analysis of the secreted fractions using specific primary antibodies. Secreted aldolase (ALDOA) was used as a loading control. (E) Representative immunohistochemical images of control colon, primary tumour, and liver metastasis tissues from CRC patients using antibodies against BMP1, CD109, LTBP1, PSAP, and NPC2 and counterstained with haematoxylin. Images were taken at ×200 magnification.

### SEC6 risk‐score classifier development and validation

Next, a risk‐score classifier algorithm was developed according to the regression coefficients and normalised expression values for each of the six genes (SEC6) using the GSE14333 dataset (Figure 3A), as described in the ‘Materials and methods’ section. Patients were divided into two groups (i.e. high or low risk) by the optimal cut‐off method using X‐tile software [26]. Unsupervised hierarchical clustering showed a robust correlation between high expression of the six markers and high risk of the patients as well as a good association between high risk and dead events in the GSE14333 cohort (Figure 3B). The risk‐score was validated using the GSE17538 dataset (supplementary material, Figure S3A). The risk‐score distribution showed that the high‐risk subset of patients presented poorer survival than the low‐risk subgroup (Figure 3C and supplementary material, Figure S3B). In agreement with these data, patients were correctly stratified according to high and low risk using Kaplan–Meier analyses in both datasets, HR: 2.56, 95% CI (1.69–3.87), *P* value: 3.67E−6 and HR: 4.33, 95% CI (2.16–8.69), *P* value: 6.34E−6, respectively (Figure 3D and supplementary material, Figure S3C).

**Figure 3:**
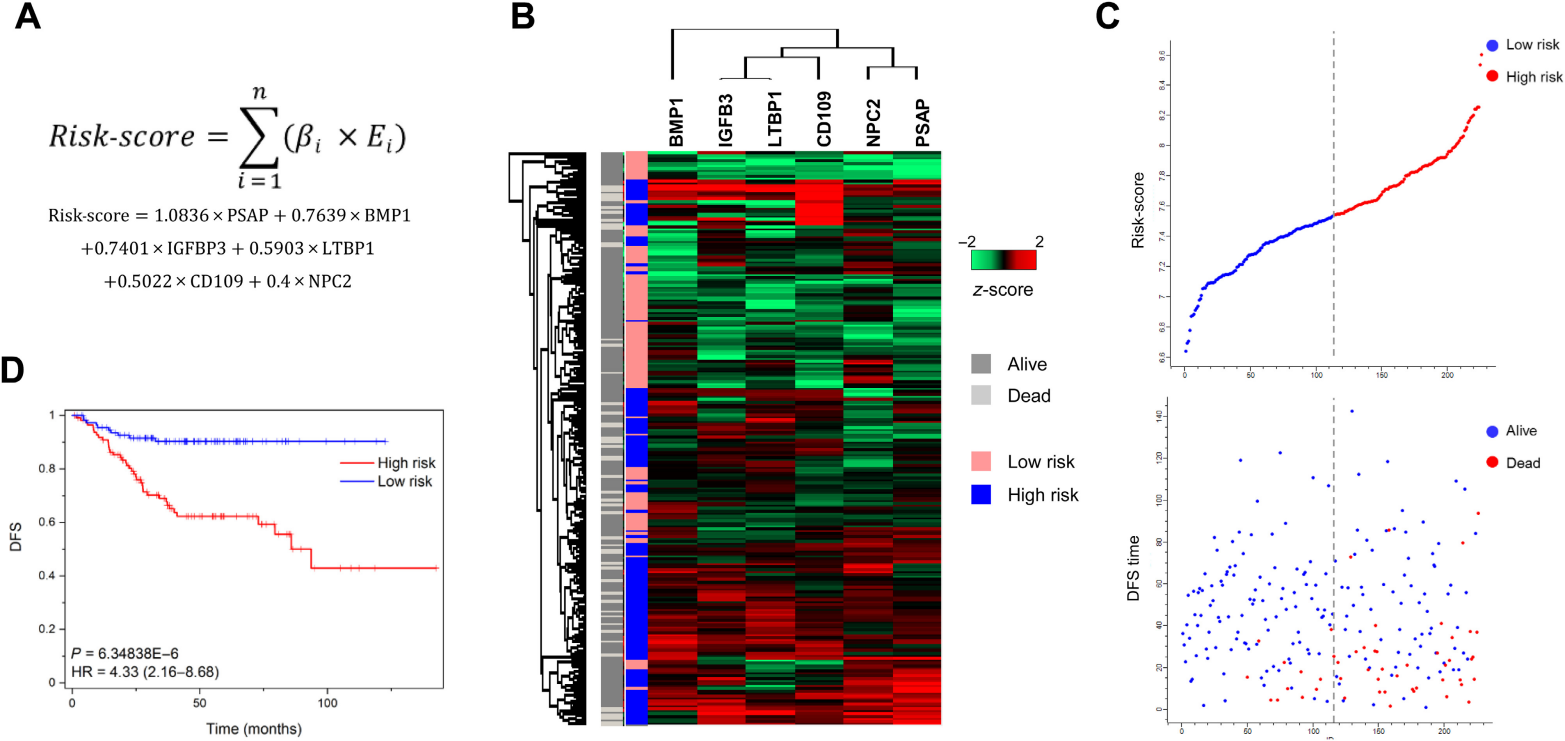
Risk‐score development and validation in the GSE14333 cohort. (A) Risk‐score calculation formula. *β* is the regression coefficient (univariate Cox model) and *E* is the normalised expression value for each gene. (B) Hierarchical clustering of mRNA expression in GSE1433. OS events (alive/dead) and low–high risk distribution are shown. (C) Risk‐score distribution and corresponding survival status. (D) Kaplan–Meier analysis of high‐ and low‐risk patients. HRs were determined according to the Cox regression model. *P* values were obtained by log‐rank test.

Then, we evaluated the independence of the SEC6 classifier using the GSE14333 and GSE17538 datasets (Table 1). In the GSE14333 cohort, the association between SEC6 and other potential risk factors was supervised by univariate and multivariate Cox regression analysis. Stage, chemotherapy, and SEC6 expression were found to be significant risk factors for DFS in univariate analysis, while age, gender and location were not. By multivariate Cox regression analysis, the tumour stage and the SEC6 classifier were independent risk factors: HR: 3.231, 95% CI (1.62–6.46), *p* < 0.001 and HR: 3.527, 95% CI (1.74–12.44), *P* value: 4.56E−04, respectively. In a similar way, tumour grade, American Joint Committee on Cancer (AJCC) stage, and SEC6 risk classification were independent risk factors for overall survival (OS) in the GSE17538 cohort in the multivariate analyses (Table 1).

**Table 1:** Univariate and multivariate Cox regression analysis of DFS in GSE14333 and OS in GSE17538

GSE14333					
		Univariate		Multivariate	
Variable	*n*	HR (95% CI)	*P* value	HR (95% CI)	*P* value
Gender (male or female)	226	0.908 (0.52–1.59)	0.736		
Age	226	0.981 (0.96–1.01)	0.069		
Location (left, right, rectum)	226	0.831 (0.67–1.11)	0.223		
Duke's stage (A, B, or C)	226	2.949 (2.03–6.68)	4.39E−04	3.231 (1.62–6.46)	0.001
Chemotherapy (yes or no)	226	1.892 (1.09–3.30)	0.025	1.189 (0.44–1.60)	0.597
Risk classification (high risk or low risk)	226	4.334 (2.16–8.86)	3.49E−05	3.527 (1.74–12.44)	4.56E−04

GSE17538					
		Univariate		Multivariate	
Variable	*n*	HR (95% CI)	*P* value	HR (95% CI)	*P* value
Gender (male or female)	239	1.006 (0.67–1.52)	0.975		
Age	239	1.008 (0.99–1.02)	0.304		
Ethnicity (Caucasian or other)	239	0.651 (0.30–1.41)	0.277		
Grade (WD, MD, or PD)	239	2.339 (1.40–3.92)	1.27E−03	1.807 (1.07–3.04)	0.026
AJCC stage (I, II or III, IV)	239	3.696 (2.23–6.13)	3.97E−07	3.255 (1.95–5.43)	6.03E−06
Risk classification (high risk or low risk)	239	2.096 (1.30–3.39)	2.51E−03	1.781 (1.06–2.79)	0.0283

### SEC6 expression correlates with CRC molecular classifiers and specific genetic events

The association between SEC6 expression and current CRC subtype classifiers Sadanandam, CMS, and CRIS was explored using the GSE14333, TCGA COADREAD, and GSE39582 cohorts. Clustering of the patients according to risk‐score values revealed a clear association between SEC6‐positive expression, high‐risk prediction in the three classifiers, and dead events in the three cohorts (Figure 4A). SEC6‐positive expression correlated with CMS4 and CRIS‐B patients who exhibited the highest risk‐score, followed by CMS1 and CRIS‐A (Figure 4B and supplementary material, Figure S4A). It is of note that CMS4 and CRIS‐B are associated with worse prognosis [2, 5]. The highest risk‐score also correlated with the poor survival‐associated stem‐like and inflammatory subtypes [1] (supplementary material, Figure S4B). To further support this notion, we carried out an analysis of the concordance between risk groups and CMS and CRIS subtypes using a Caleydo view (supplementary material, Figure S4C). A high level of concordance was observed between the high‐risk group and the CMS4 and CMS1 subtypes. Also, CRIS‐B and CRIS‐A contributed mostly to the high‐risk group. Therefore, SEC6‐stratified high‐risk patients showed a clear enrichment in those subtypes commonly associated with worse prognosis in three different classifications. Then, we explored the association of the SEC6‐based risk prediction with some common genetic events observed in CRC patients (GSE39582 cohort). Deficient mismatch repair status (dMMR) (*P* value = 0.018), CIMP^+^ status (*P* value = 0.022), or the presence of *BRAF* mutations (*P* value = 0.004) were significantly associated with higher expression of the SEC6 genes (Figure 4C). These results agree well with previous studies showing a poor prognosis for patients displaying dMMR and *BRAF* mutations [28, 29]. In contrast, mutations in *TP53* or *KRAS*, or chromosomal instability status, were not significantly associated with higher risk according to SEC6 expression.

**Figure 4:**
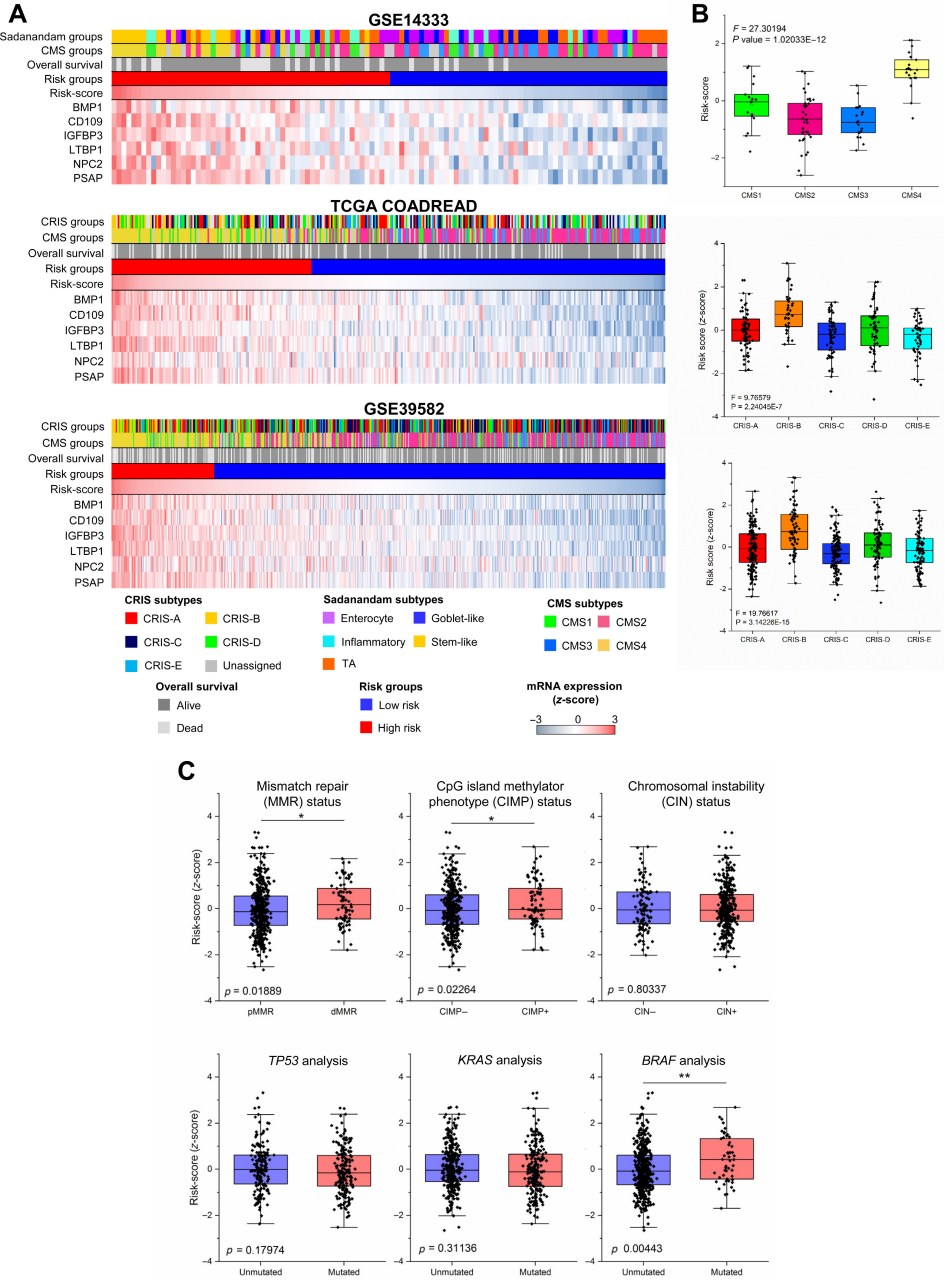
Risk‐score correlates with current colorectal cancer classifications. (A) Patients from GSE14333, TCGA COADREAD, and GSE39582 cohorts were subjected to supervised clustering according to the risk‐score value. Sadanandam, CMS, and CRIS subtypes distribution together with OS are represented for comparative purposes. mRNA and risk‐score values expression (*z*‐score) were coloured according to its determined value. (B) Risk‐score (*z*‐score) distribution according to the CMS and the CRIS classifiers in GSE14333 and TCGA COADREAD and GSE39582 databases, respectively. (C) SEC6 expression according to MMR status, CIMP status, chromosomal instability and *TP53*, *KRAS*, and *BRAF* mutations.

### Molecular events underlying the risk‐score classifier

To better understand the molecular mechanisms underlying the risk‐score classifier, we investigated genes expressed differentially between the high‐ and low‐risk subgroups in the GSE39582 cohort using *in silico* approaches. Up‐regulated genes in high‐risk SEC6‐positive patients were significantly enriched in extracellular region and cell periphery location, whereas down‐regulated genes corresponded to intracellular proteins (supplementary material, Figure S5A). Most up‐regulated genes in high‐risk groups were linked with cell differentiation, ECM organisation, cell adhesion, and migration and developmental process. In contrast, down‐regulation was observed in DNA replication, regulation of cell cycle, and chromosome organisation genes (supplementary material, Figure S5B). A heat map representation indicates the association of genes involved in cell adhesion, migration, and ECM organisation with high SEC6 expression, whereas cell cycle protein expression was higher in the low‐risk subgroup (supplementary material, Figure S5C). A list of genes associated with high and low risk is given in supplementary material, Table S6.

### SEC6 expression associates with poor prognosis in stage II and III patients

The capacity of SEC6 to identify patients with poor prognosis at stage II and III was evaluated using Kaplan–Meier curves. We investigated the survival capacity of SEC6‐positive and SEC6‐negative subgroups in a meta‐dataset (*n* = 1,534 patients) representing the sum of GSE17358, GSE39582, and TCGA COADREAD (Figure 5) or in each individual cohort (supplementary material, Table S7). OS analysis in the meta‐dataset showed the capacity of SEC6 to correctly classify the samples as high and low risk for stage II and III patients. The estimated HR was higher for stage III patients, HR: 2.52, 95% CI (1.76–3.60), *P* value: 1.66E−7 than for stage II patients, HR: 1.70, 95% CI (1.15–2.51), *P* value: 0.00687 (Figure 5A). Progression‐free interval analysis using the TCGA COADREAD indicated a slightly higher HR for stage II than stage III, HR: 2.41, 95% CI (1.23–4.71), *P* value: 0.0085 (stage II) and HR: 1.94, 95% CI (0.96–3.57), *P* value: 0.05 (stage III) (Figure 5B). Finally, disease‐specific survival prognostic capacity in two cohorts, GSE17538 and TCGA COADREAD, showed equally high HRs for both stages: HR: 4.20, 95% CI (1.49–11.86), *P* value: 0.0036 (stage II) and HR: 4.25, 95% CI (2.06–8.76), *P* value: 2.21E−5 (stage III) (Figure 5C). The results for the individual datasets showed that SEC6‐positive tumours were associated with a lower rate of survival and higher recurrence probabilities than SEC6‐negative tumours in the three datasets (supplementary material, Table S7). These studies confirm the value of the secreted protein‐based signature in the prediction of patient outcome at early CRC stages.

**Figure 5:**
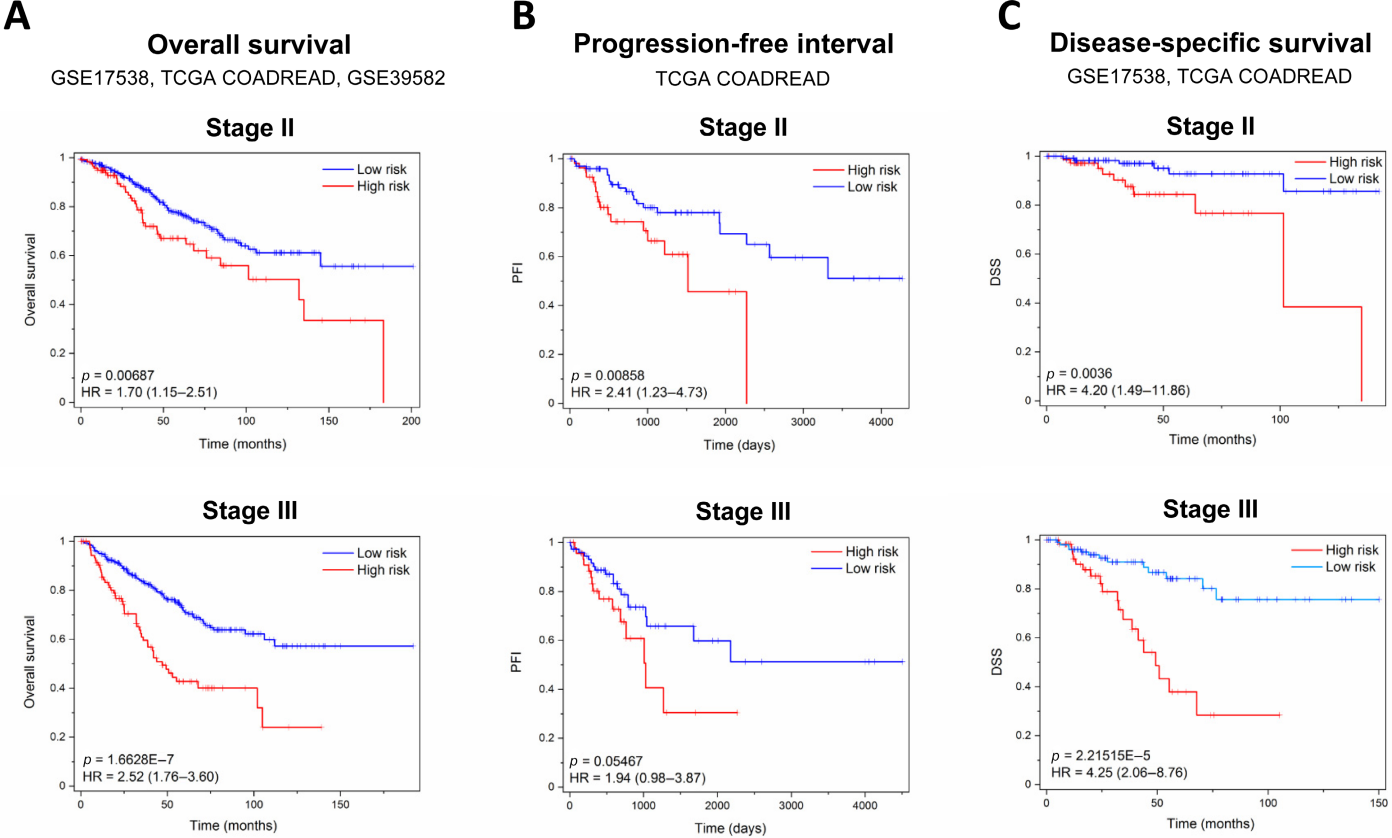
High SEC6 expression is associated with lower OS, PFI, and disease‐specific survival (DSS). (A) OS analysis in the pooled cohorts GSE17538, TCGA COADREAD, and GSE39582. (B) PFI analysis in the TCGA COADREAD database. (C) DSS analysis in GSE17538 and TCGA COADREAD datasets. All determinations were made for stage II and III patients using Kaplan–Meier plots. HRs were determined according to the Cox regression model. *P* values were obtained by log‐rank test.

### High‐risk subgroups require aggressive adjuvant chemotherapy

Finally, we explored the association between SEC6 expression and response to adjuvant chemotherapy for stage II and III patients using the GSE39582 cohort. Most of these patients received only 5‐FU combined with calcium folinate (FUFOL), whereas the number of patients who received more aggressive treatments (FOLFIRI or FOLFOX) was much lower. When high and low‐risk patients were examined together, stage III (but not stage II) patients showed a significant improvement in OS after chemotherapy (Figure 6A). However, when patients were divided into risk subgroups, only SEC6‐negative, low‐risk, and stage III patients showed improved survival after FUFOL chemotherapy: HR: 0.37, 95% CI (0.2–0.67), *P* value: 6.45E−4. In contrast, high‐risk stage II and III patients did not significantly benefit from the use of FUFOL (Figure 6B), suggesting that FUFOL is insufficient for the treatment of SEC6‐positive, high‐risk patients. Then, we used a forest plot to determine the HRs in high‐risk versus low‐risk subgroups after receiving 5‐FU, FUFOL, FOLFOX, or FOLFIRI (Figure 6C). In 5‐FU and FUFOL‐treated patients, as HR > 1 and *P* values <0.05, high‐risk patients showed shorter survival than low‐risk patients. FOLFOX‐ and FOLFIRI‐treated patients showed lower HRs, suggesting that these treatments were more effective for high‐risk patients. In summary, only more aggressive therapies are likely to cause increased survival in high‐risk early‐stage patients, although low‐risk patients will benefit from receiving 5‐FU‐based treatments.

**Figure 6:**
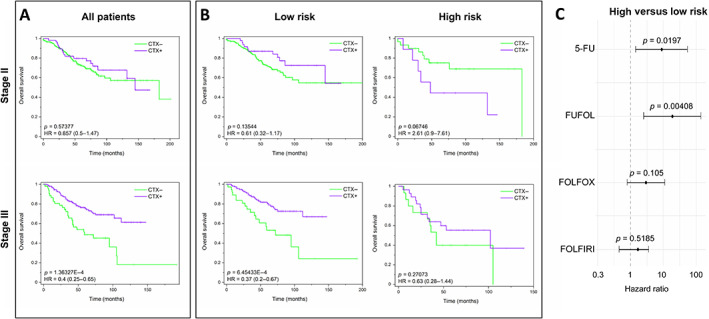
SEC6‐predicted high‐risk subgroups require more aggressive chemotherapy. Kaplan–Meier plots of (A) OS for all combined patients receiving 5‐FU or FUFOL chemotherapy (CTX+) or not (CTX−) according to the AJCC stage (II or III) and (B) OS for high‐ and low‐risk subgroups after receiving chemotherapy (CTX+) or not (CTX−). HRs were determined according to the Cox regression model. *P* values were obtained by log‐rank test. (C) Forest plots of HRs associated to each treatment. *P* values were obtained by Cox regression analysis. Patient data were obtained from GSE39582 (5‐FU, FUFOL), GSE39582 and GSE72970 (FOLFIRI), and GSE39852, GSE72970, and GSE106584 (FOLFOX) cohorts.

## Discussion

The necessity to predict recurrence and clinical outcome in early stage CRC is critical to identify those patients who may benefit from adjuvant chemotherapy and for the implementation of therapeutic guidelines for histologically similar tumours. An adequate stratification of stage II and III patients should facilitate a continuous follow‐up and adequate chemotherapy administration regardless of surgical approaches. Here, we have developed a prognostic six gene‐based signature (SEC6) following a combination of proteomic and transcriptomic analyses using a three‐step approach. First, 119 secreted proteins were identified as up‐regulated in metastatic versus non‐metastatic cells after the proteomic analysis of soluble factors. Second, differential expression of secreted proteins was validated at the transcriptional level using global gene expression analyses. Third, an iterative analysis of HRs and log‐rank tests for the 119 genes through 4 different datasets that included a total of 1,855 patients revealed a signature of six genes: IGFBP3, CD109, LTBP1, PSAP, BMP1, and NPC2 with robust prognostic power. Their overexpression was confirmed in metastatic cell lines and tissues. Our studies indicate that SEC6‐positive tumours were associated with lower OS and higher recurrence rates than SEC6‐negative tumours across four independent datasets. Prognostic value was independent of sex, age, or location of the tumours.

Given the heterogeneity of CRC, different CRC classifications have been developed that associate with different outcomes and responses to chemo‐ and biological therapies [30]. According to the CRIS and CMS classifiers, SEC6 expression preferentially correlates with CRIS‐B and CMS4, the more aggressive subtypes in three different datasets, as well as with the stem‐like and the inflammatory subtypes. In addition, SEC6‐positive expression consistently predicted high‐risk patients showing characteristics of stem‐cell signature, MSI, dMMR, and CIMP^+^ status as well as *BRAF* mutations, which are commonly associated with worse prognosis in CRC [31, 32]. It is of note that the CIMP phenotype is tightly associated with *BRA*F mutations in CRC [33]. Although dMMR patients usually have better prognosis, those whose tumours contain *BRAF* mutations have shown worse prognosis in metastatic CRC [29, 31].

Microarray‐derived gene expression signatures have shown great potential for patient stratification. However, the large number of genes usually involved in these signatures complicates the translation of these findings to clinically useful tests. Current tests are based on a limited number of genes, e.g. the seven‐gene Oncotype DX recurrence score [34]. Therefore, one added value of this SEC6 signature is that only six genes/proteins provide sufficient predictive and prognostic capacity. Our SEC6 signature is composed of proteins likely relevant for metastatic progression, colonisation, and metabolic adaptation. High expression of IGFBP3 (insulin‐like growth factor binding protein 3) has been associated with lymph node and liver metastasis, and poor outcome in CRC [35, 36] and pancreatic endocrine neoplasms [37]. Other groups reported the positive association of IGFBP3 gene methylation with recurrence of stage II CRC patients [38]. PSAP (Prosaposin) participates in the lysosomal degradation of sphingolipids that function as effector molecules in cell signalling and the regulation of multiple cellular processes [39]. Still, no clear association of PSAP with prognosis has been described, except for glioblastoma [40]. BMP1 (bone morphogenetic protein 1) is a metalloprotease involved in the formation of ECM, including proteolysis of collagens and activation of lysyl oxidase. High BMP1 expression has been associated with poor prognosis in gastric cancer [41]. Another secreted protein, NPC2 (Niemann‐Pick C2 protein) regulates the transport of cholesterol through the late endosomal/lysosomal system and has not been previously associated to prognosis or metastasis [42]. CD109 is a glycophosphatidylinositol‐anchored membrane glycoprotein characterised as a component of the receptor complex of TGFβ [43]. In lung cancer metastasis, CD109 expression led to the activation of the Jak‐Stat3 signalling pathway [44]. CD109 expression enhances stromal TGFβ activation in the presence of LTBP1 [45], another regulator of TGFβ. An association between CD109 expression and OS in other types of cancer has been described [46].

Regarding chemotherapy response, our results indicate that SEC6‐positive, high‐risk, stage II/III patients require aggressive therapies such as FOLFOX or FOLFIRI and they do not benefit from first‐line 5‐FU therapy in contrast to low‐risk patients. Although our SEC6 predictor needs to be further validated in larger cohorts of chemotherapy‐receiving patients and prospective analyses, SEC6 recapitulates the prognostic information to identify high‐risk CRC subtypes and facilitate the development of novel clinical tools for a correct patient stratification. The low number of biomarkers involved may simplify the development of clinical tools for predicting patient survival and personalising therapies according to the molecular characteristics of the tumours. In summary, these results confirm that the secretome analysis of aggressive metastatic cells constitutes a rich mine of information for the discovery of new prognostic and predictive biomarkers.

## Author contributions statement

JIC and JR designed the study and wrote the manuscript. JR, LPB, IB, BE, VR, RAB, MJ and AMR performed the experiments. JIC, JR, VR, MJFA and JII analysed the data. JIC supervised the whole study. JIC and JII participated in the acquisition of funding.

## Supporting information

Supplementary materials and methods

**Figure S1.** Quality control and gene ontology analysis of the proteomic assay
**Figure S2.** Quality control of the gene expression analysis
**Figure S3.** Validation of the six‐gene risk‐score in GSE17538
**Figure S4.** Association of risk score‐based classification with current colorectal cancer classifications
**Figure S5.** Analysis of differentially expressed genes between high‐ and low‐risk patients in GSE39582

**Table S1.** List of deregulated proteins identified and quantified in the secretome of KM12SM, KM12L4, and SW620

**Table S2.** Up‐ and down‐regulated proteins in KM12L4 and/or KM12SM compared with SW620

**Table S3.** List of gene alterations between KM12SM and SW620 cells

**Table S4.** Determination of HRs and long rank *P* values for the up‐regulated secreted proteins in four CRC datasets

**Table S5.** HRs of the six selected genes (SEC6) in different datasets

**Table S6.** List of genes associated to cell migration, adhesion, EC organisation, and cell cycle in high‐risk CRC patients

**Table S7.** HRs (95% CI) of high‐ and low‐risk patients classified by stages in survival analyses

## Data Availability

All expression profiling transcriptomic data are publicly available in the Gene Expression Omnibus (GEO) repository under the GEO accession number GSE199223 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199223). Quantitative proteomic data are publicly available in the PRIDE repository under accession number PXD032899 (http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD032899).

# Supplementary material for: A prognostic six‐gene expression risk‐score derived from proteomic profiling of the metastatic colorectal cancer secretome
**Source:** J Pathol Clin Res. 2022 Sep 22;8(6):495–508. doi: 10.1002/cjp2.294
**Supplement:** Supplementary file 1 — Supplementary materials and methods

**A prognostic six-gene expression risk-score derived from proteomic profiling of the metastatic colorectal cancer secretome**

J Robles *et al*. *J Pathol Clin Res* DOI: <https://doi.org/10.1002/cjp2.294>

**Supplementary Materials and Methods**

**Reference numbers refer to the list in the main paper**

**Ethics approval statement**

All the tissue samples were obtained from the Surgical Pathology Department of the Hospital Clínico (Madrid) after approval of the Research Ethics Committee of the Hospital.

**Secretome preparation from SW620, KM12SM and KM12L4 cell lines**

To obtain the secretome, cells were seeded at a density of 6 x 10^6^ cells per plate. Twenty-four hours later, cells were washed with PBS to remove serum and cell debris and cultured with serum-free DMEM for 48 h. Then, medium was collected, centrifuged to remove cell debris and concentrated using Vivaspin devices (Sartorius, Göttingen, Germany), at 6000 g for 1 h at 4° C.

**Label-free quantification of secreted proteins**

Concentrated supernatants containing 50 µg of protein were precipitated with 5 vol of acetone overnight at -20 ° C. Next day, the samples were resuspended and cleaned with OMIXs C18. Samples were reconstituted in 5% glycerol and 2% IPG, pH 3.0-10 (GE Healthcare) and loaded onto 12-well isoelectric focusing strips (13 cm, ImmobilineDryStrip, pH 3.0-10) (GE Healthcare, Madrid, Spain) for OFFGEL fractionation. A total of 6 fractions were obtained from each sample and cleaned again with OMIXs before being reconstituted in 5 μL of a 0.1% FA, 2% ACN solution. The peptides were run on a C18-A1 ASY column (Thermo Fisher Scientific, Madrid, Spain) and then eluted on a C18 Biosphere column (10 cm in length, 75 µm in diameter, and 3 µm in particle size). After that, they were separated in a 180 min gradient of 0-35% buffer B in buffer A (buffer A: 0.1% FA / 2% ACN; buffer B: 0.1% FA in ACN) at a flow of 300 nL/min on a nanoEasy HPLC with nanoelectrospray (Thermo Fisher Scientific). Mass spectra corresponding to the full scan spectrum (m/z 400-1200) were obtained with a resolution of 60,000 and the 15 most intense ions were selected for fragmentation by collision-induced dissociation (CID) in the ionic trap, with collision energy normalised to 35%. A dynamic exclusion window of 30 s was applied. The tolerance for the parent ion was set at 10 ppm and 0.5 Da for the product ions. Mass spectrometry data acquired on the LTQ-Orbitrap-Velos were analysed with Maxquant 1.6.15.0 using LFQ quantification [47]. The raw data of the mass spectra (* .raw) corresponding to the cell line experiment were interrogated against the Uniprot human reference proteome UP000005640 (79,038 proteins) database. Statistical and quality control analysis were performed using Perseus 1.6.14 [48].

**Microarray analysis of differential gene expression**

For global gene expression analysis, total RNA was isolated from KM12SM and SW620 cells using NucleoSpin RNA kit (Macherey-Nagel. Düren. Germany). Quality assessment of the RNA was assessed with an Agilent 2100 bio-analyser. Samples were processed with “GeneChip® WT PLUS Reagent Kit” (Thermo Fisher Scientific), hybridised with “Clariom™ S Array, human” (Thermo Fisher Scientific) and scanned with a “GeneChip® Scanner 3000 7G” (Thermo Fisher Scientific. Madrid. Spain). Raw data were processed with RMA algorithm included in Transcriptome Analysis Console (Thermo Fisher Scientific) for normalisation and gene level analysis. For each experimental condition, three independent RNA replicates were processed and analysed. 

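Table S3 lists the probe sets that differed at least 2-fold between KM12SM and SW620, with a signed fold, a p-value and a false discovery rate from Transcriptome Analysis Console. Of the 2304 probe sets in the paper's table, 2303 were matched to the deposited values, and the sign of the log2 fold change was the same for all 2303. Across these probe sets, which are not independent replicates, the log2 folds of the table and the differences of mean log2 values had a Pearson r of 0.997. This is 1 of 2 relations computed with the table, the other being a Spearman rho of 1.00 between its p-values and those from limma here. They differed by a median of 0.09 and by at most 0.73 on the log2 scale, and by more than 0.1 for 1031 probe sets. For MAL2 the paper's fold is 343, against 338 from the deposited values, for NPC2 it is 4.69, against 4.01, and for CD109 it is 4.51, against 5.06. In a comparison of 4 ways to summarise the 3 arrays of a line, made after these differences were seen, differences of Tukey biweight means of the log2 values differed from the table by at most 0.03. The log2 ratio of mean signals differed from the table by up to 0.79. The paper's table holds 1202 higher and 1102 lower probe sets, and 2102 of the 2242 probe sets that differed at least 2-fold at an adjusted p under 0.05 here are among them.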

Fold-changes between experimental conditions were calculated as a ratio between the mean of the gene expression signals. Statistical analysis was performed with e-bayes limma included in Transcriptome Analysis Console. Gene expression results were compared with the KM12SM and SW620 expression values from GSE59857 dataset, which contains the gene expression analysis for 155 CRC cell lines [10].

**GO categories enriched in high and low risk groups**

Gene differential expression analysis of high *vs* low risk patients was performed in GSE39582 and GSE17538 datasets. Only significantly altered genes (p-value<0.05) in both datasets were considered for further analysis. Most significant top 200 up and down-expressed genes in GSE39582 cohort were selected. Cellular Component (CC) and Biological Process (BP) GO categories were analysed using g:Profiler. Altered genes corresponding to cell migration, cell adhesion, extracellular matrix organisation and cell cycle GO categories were represented in a heatmap, where genes belonging to more than one category were excluded.

**Real-time quantitative PCR**

Total RNA was isolated using TRI-Reagent (Sigma-Aldrich, Madrid, Spain). 1 μg of RNA was retrotranscribed with M-MLV Reverse Transcriptase (Promega, Madrid, Spain) and the mRNA levels were determined by quantitative real-time PCR analysis using LightCycler® 96 (Roche, Barcelona, Spain) using the following primers:

*CD109*, Fw GAACACTGCCCTTCACAGGT, Rev CTGGGTACGTCCGGTTACAC; *NPC2*, Fw TCCTGGCAGCTACATTCCTG, Rev TGGTGAAGGTGACATTGACG; *LTBP1*, Fw CCGAGCATCTGTAAAGTGAC, Rev GACATTTGTCCCTTGAACTG;

*IGFBP3*, Fw GCACAGATACCCAGAACTTC, Rev AGCACATTGAGGAACTTCAG; *PSAP*, FwGCTGGTTTATTTGGATC, Rev AAGCACACGAAGGAAGGATC;

*BMP1*, Fw AAGACAGCACAGGCAACTTC Rev CATCTCGGACCTCCACATAG. PCR conditions were 5 min at 95°C, 35 three-step cycles (30 s at 94°C; 30 s at 60°C and 30 s at 72°C) and 5 min at 72°C. *GAPDH* was amplified as loading control. Each sample was analysed in triplicate, and the relative gene expression quantification was calculated according to the comparative threshold cycle method (2−∆∆Ct).

**Western blot**

Western blot was carried out as previously described [49]. Antibodies were used at the following dilutions: PSAP 1:2000 (E-AB-60459, Elabscience, Houston, TX, USA), NPC2 1:2000 (19888-1-AP, Proteintech, Manchester, UK), CD109 1:1000 (sc-271085, Santa Cruz Biotechnology, Santa Cruz, CA, USA), BMP1 1:2000 (E-AB-5602, Elabscience), IGFBP3 1:1000 (sc-374365, Santa Cruz Biotechnology) and LTBP1 1.1000 (SC-271140, Santa Cruz Biotechnology).

**Immunohistochemistry**

Human liver metastatic tissues were obtained from the Surgical Pathology Department of the Hospital Clínico San Carlos (Madrid). For mouse liver metastasis, KM12SM human colon carcinoma cells were inoculated into the spleen in Swiss nude mice following standard procedures [50]. Two months later, mice were sacrificed and metastatic livers were recovered. To preserve tissue morphology, the liver was fixed 24h with 15mL of 4% PFA, then the tissue was embedded in paraffin at 58ºC and sections were mounted onto gelatin-coated histological slides. Slides were deparaffined for antigen retrieval using citrate sodium buffer (pH 6.0) or Tris/EDTA buffer (pH 9.0) for 25 min and subsequent incubation with the primary antibody at 1:200 dilution (CD109 (sc-271085, Santa Cruz Biotechnology) and NPC2 (19888-1-AP, Proteintech)), 1:100 dilution (BMP1 (E-AB-5602, Elabscience) and PSAP (E-AB-60459, Elabscience) and 1:50 dilution (LTBP1 (SC-271140, Santa Cruz Biotechnology)). No suitable antibody was found for IGFBP3 staining. Then, a peroxidase labelled polymer conjugated to goat anti-mouse and goat anti-rabbit (EnVision Dual Link system-HRP (Dako, Glostrup, Denmark)) was added and the reaction was developed using diaminobenzidine as chromogen and hematoxylin for counterstaining. Images were acquired with a Leica DM2000 LED microscope (Leica Microsystems, Wetzlar, Germany) using a ×20 objective and processed with the LAS-V4.8 Leica software. Staining was assessed by two independent pathologists.

# Supplementary material for: A prognostic six‐gene expression risk‐score derived from proteomic profiling of the metastatic colorectal cancer secretome
**Source:** J Pathol Clin Res. 2022 Sep 22;8(6):495–508. doi: 10.1002/cjp2.294
**Supplement:** Supplementary file 2 — Figure S1. Quality control and gene ontology analysis of the proteomic assay Figure S2. Quality control of the gene expression analysis Figure S3. Validation of the six‐gene risk‐score in GSE17538 Figure S4. Association of risk score‐based classification with current colorectal cancer classifications Figure S5. Analysis of differentially expressed genes between high‐ and low‐risk patients in GSE39582

**A prognostic six-gene expression risk-score derived  
from proteomic profiling of the metastatic  
colorectal cancer secretome**

J Robles *et al.* *J Pathol Clin Res*

DOI: <https://doi.org/10.1002/cjp2.294>

Supplementary Figures S1 – S5

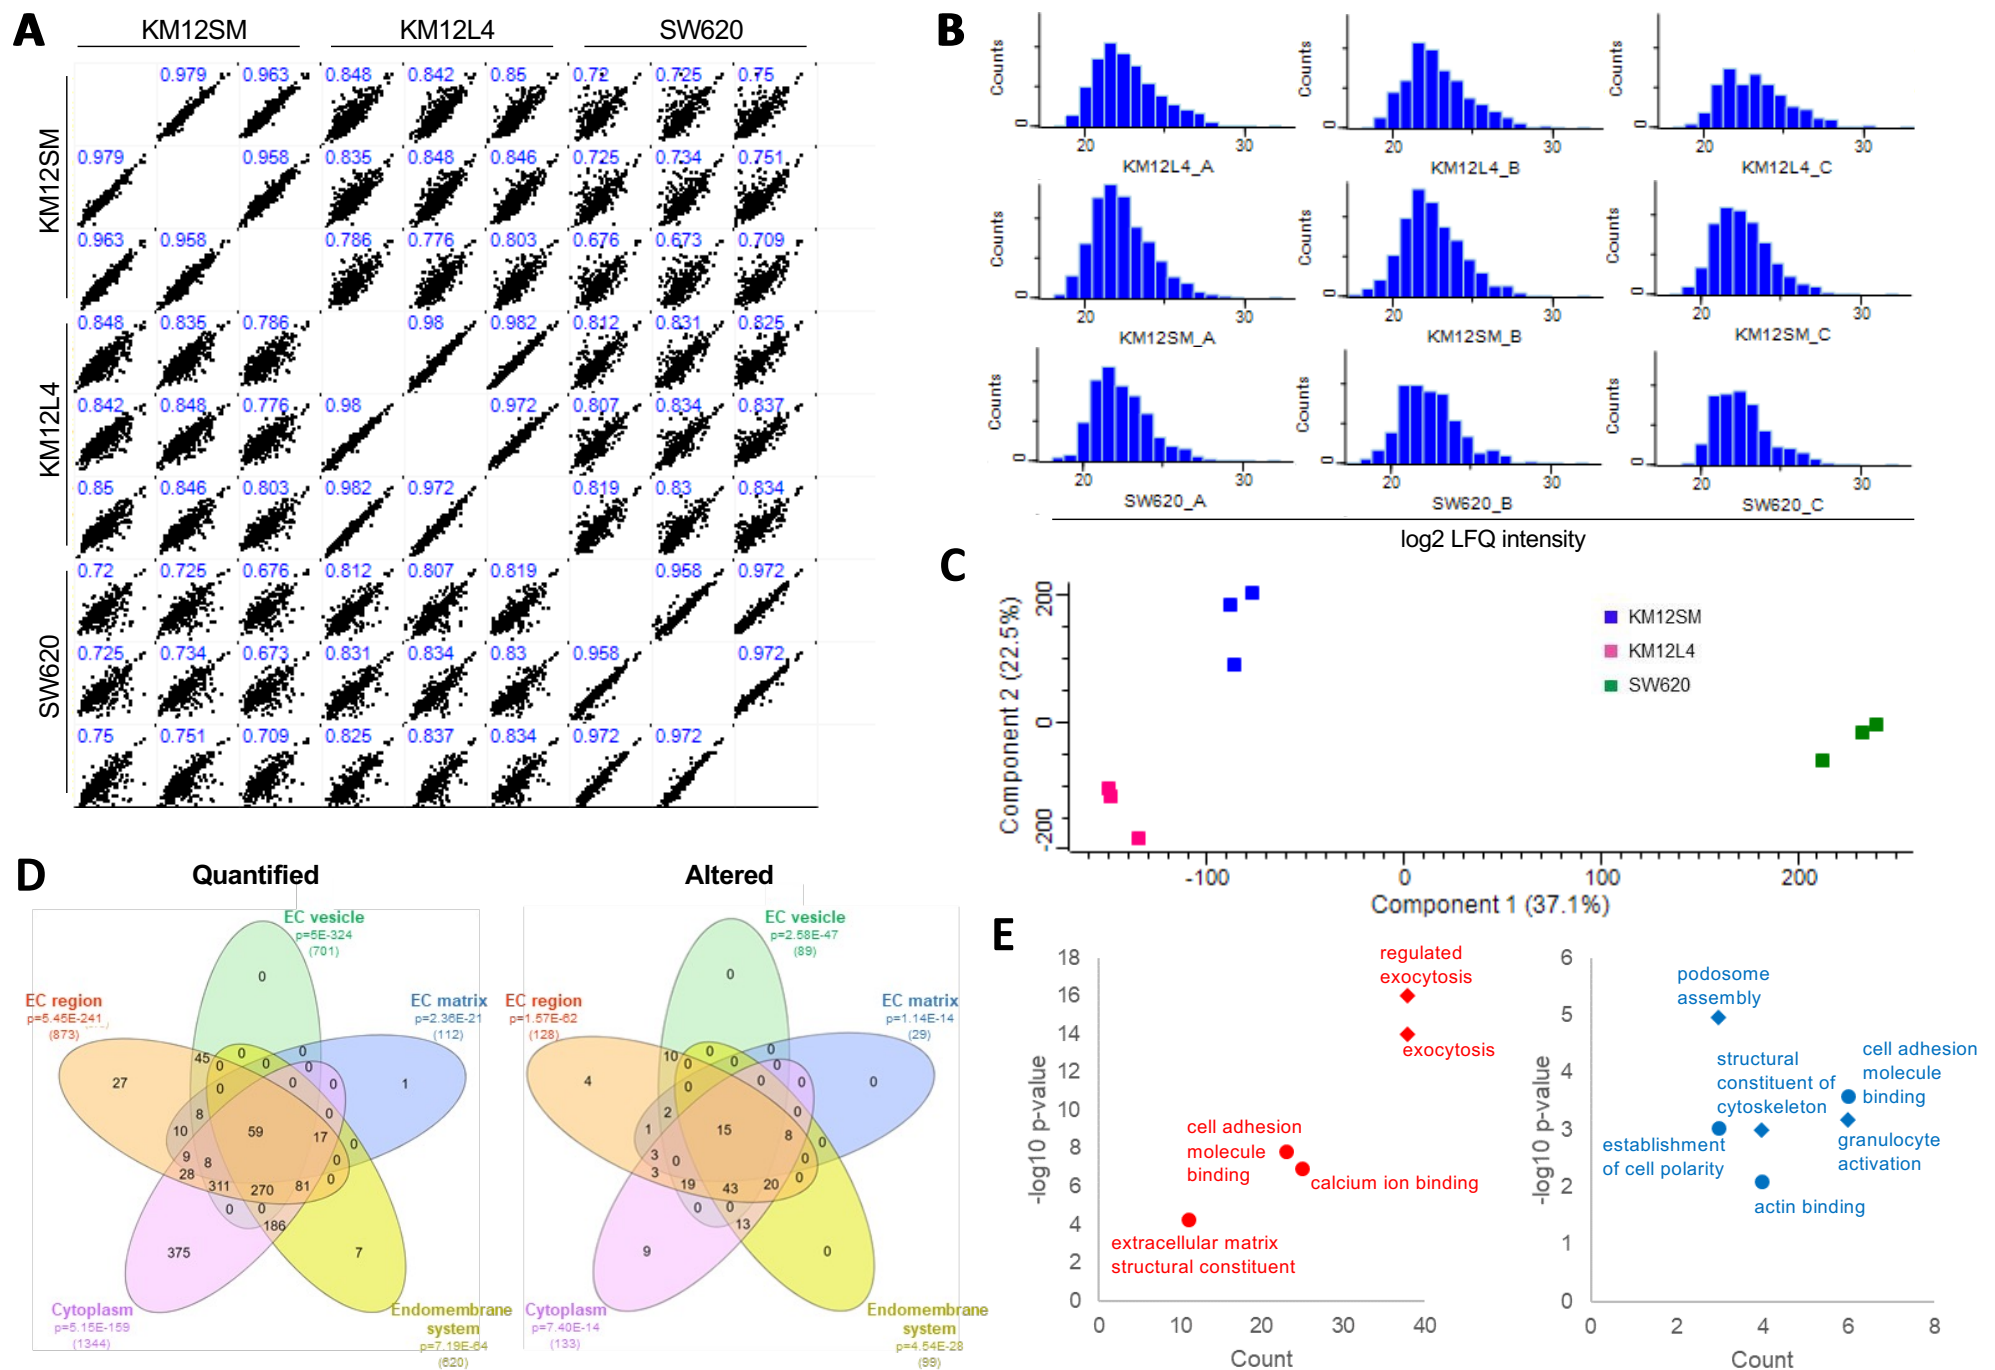

**Figure S1. Quality control and gene ontology analysis of the proteomic assay.** (A) Multi-scatter plot of LRFQ intensity values of all the quantified proteins in each triplicate of each analysed sample. Pearson's correlation coefficient is indicated. (B) Histograms of the LRFQ intensity ( $\log_2$ ) of the quantified proteins in the triplicates. (C) Principal Component Analysis (PCA) of the KM12SM, KM12L4 and SW620 triplicates. (D) Venn diagram representation of significantly altered Cellular Component categories corresponding to total quantified and altered proteins. (E) Molecular Function (circle) and Biological Process (diamond) most significant GO categories corresponding to overexpressed (red) and repressed (blue) proteins in KM12SM and KM12L4 compared to SW620 cells.

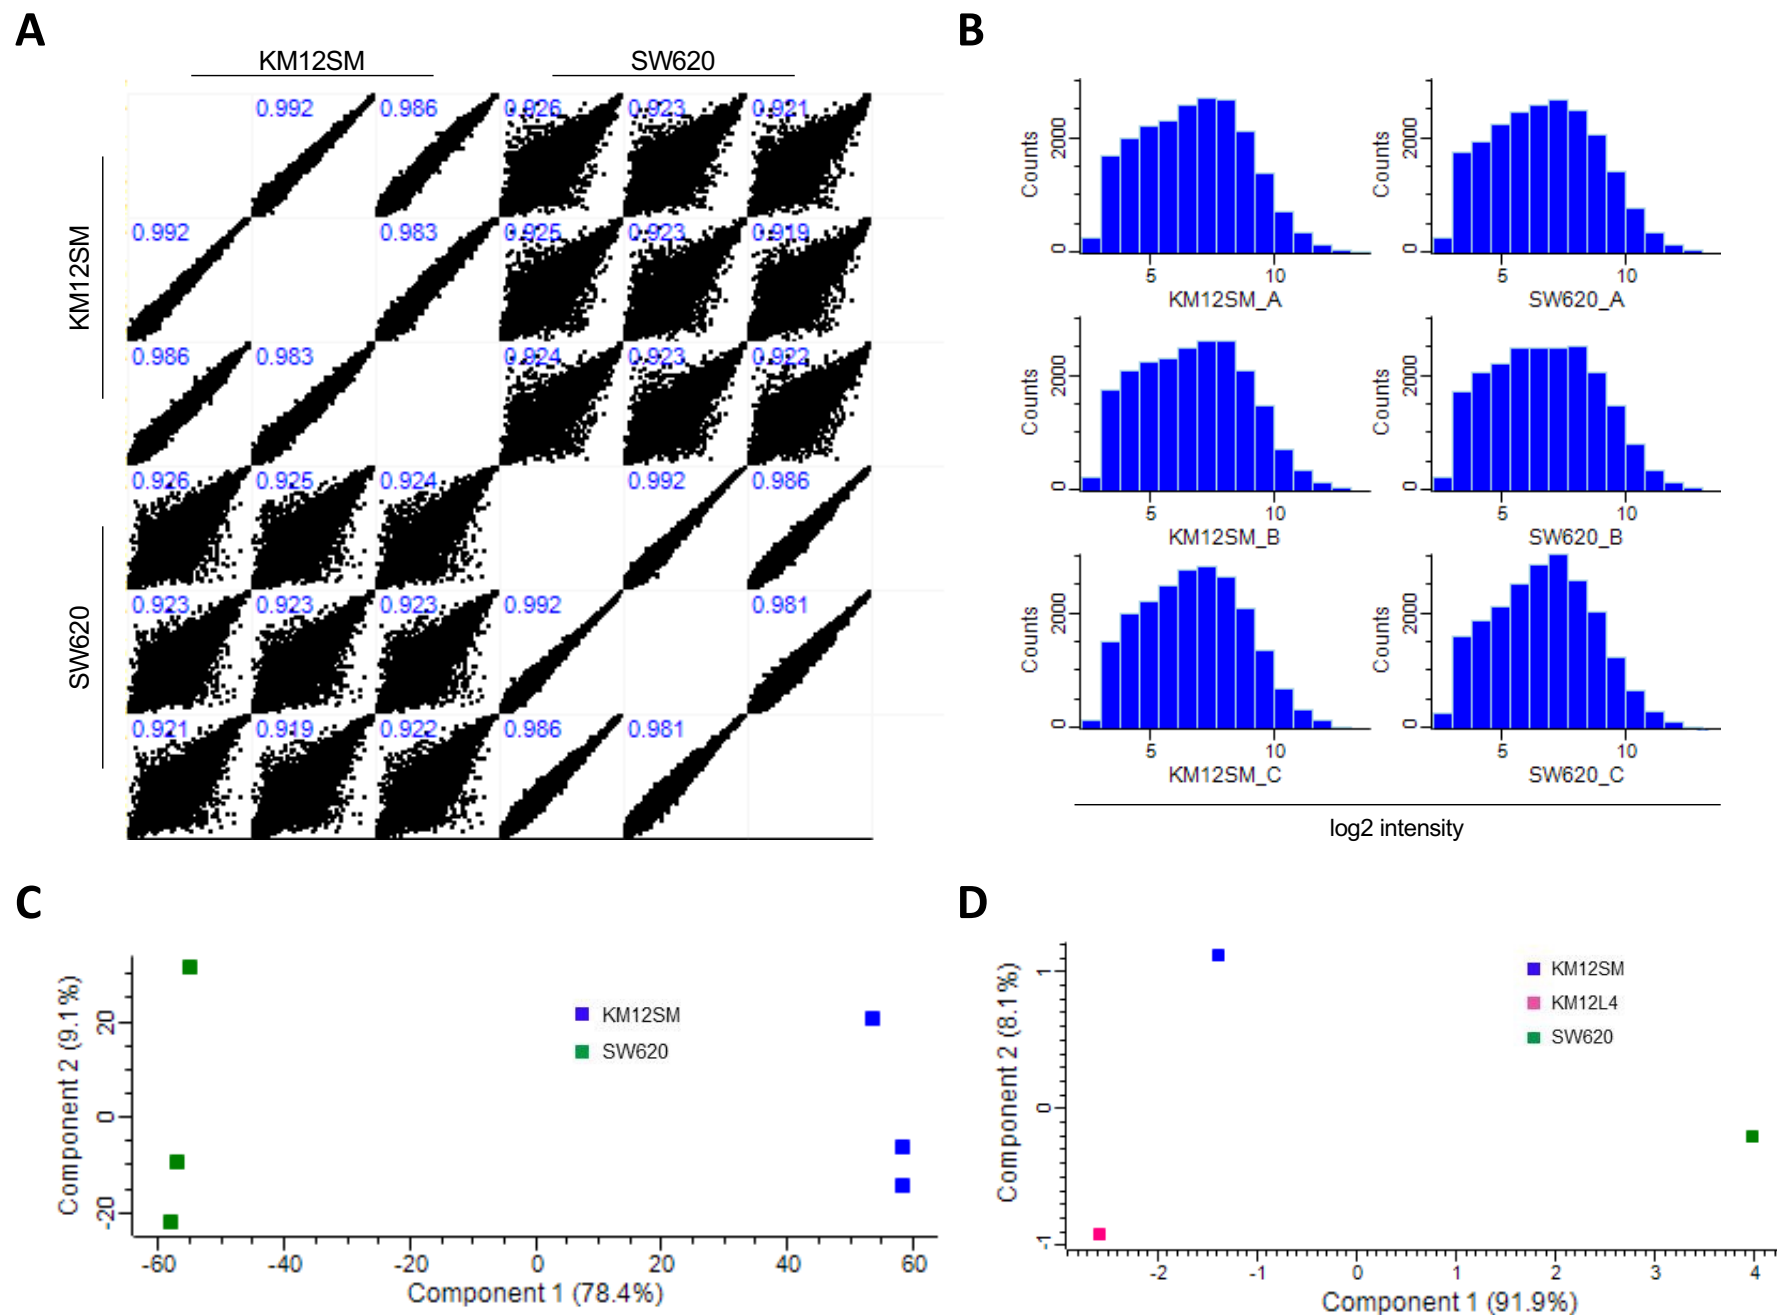

**Figure S2. Quality control of the gene expression analysis.** (A) Multi-scatter plot of intensity value of all the quantified genes in each triplicate of each analysed sample (SW620 and KM12SM). Pearson's correlation coefficient is indicated. (B) Histograms of the intensity ( $\log_2$ ) of the quantified genes in the triplicates. (C) Principal Components Analysis (PCA) of KM12SM and SW620 samples using the transcriptomic assay and (D) KM12SM, KM12L4 and SW620 using the GSE59857 database.

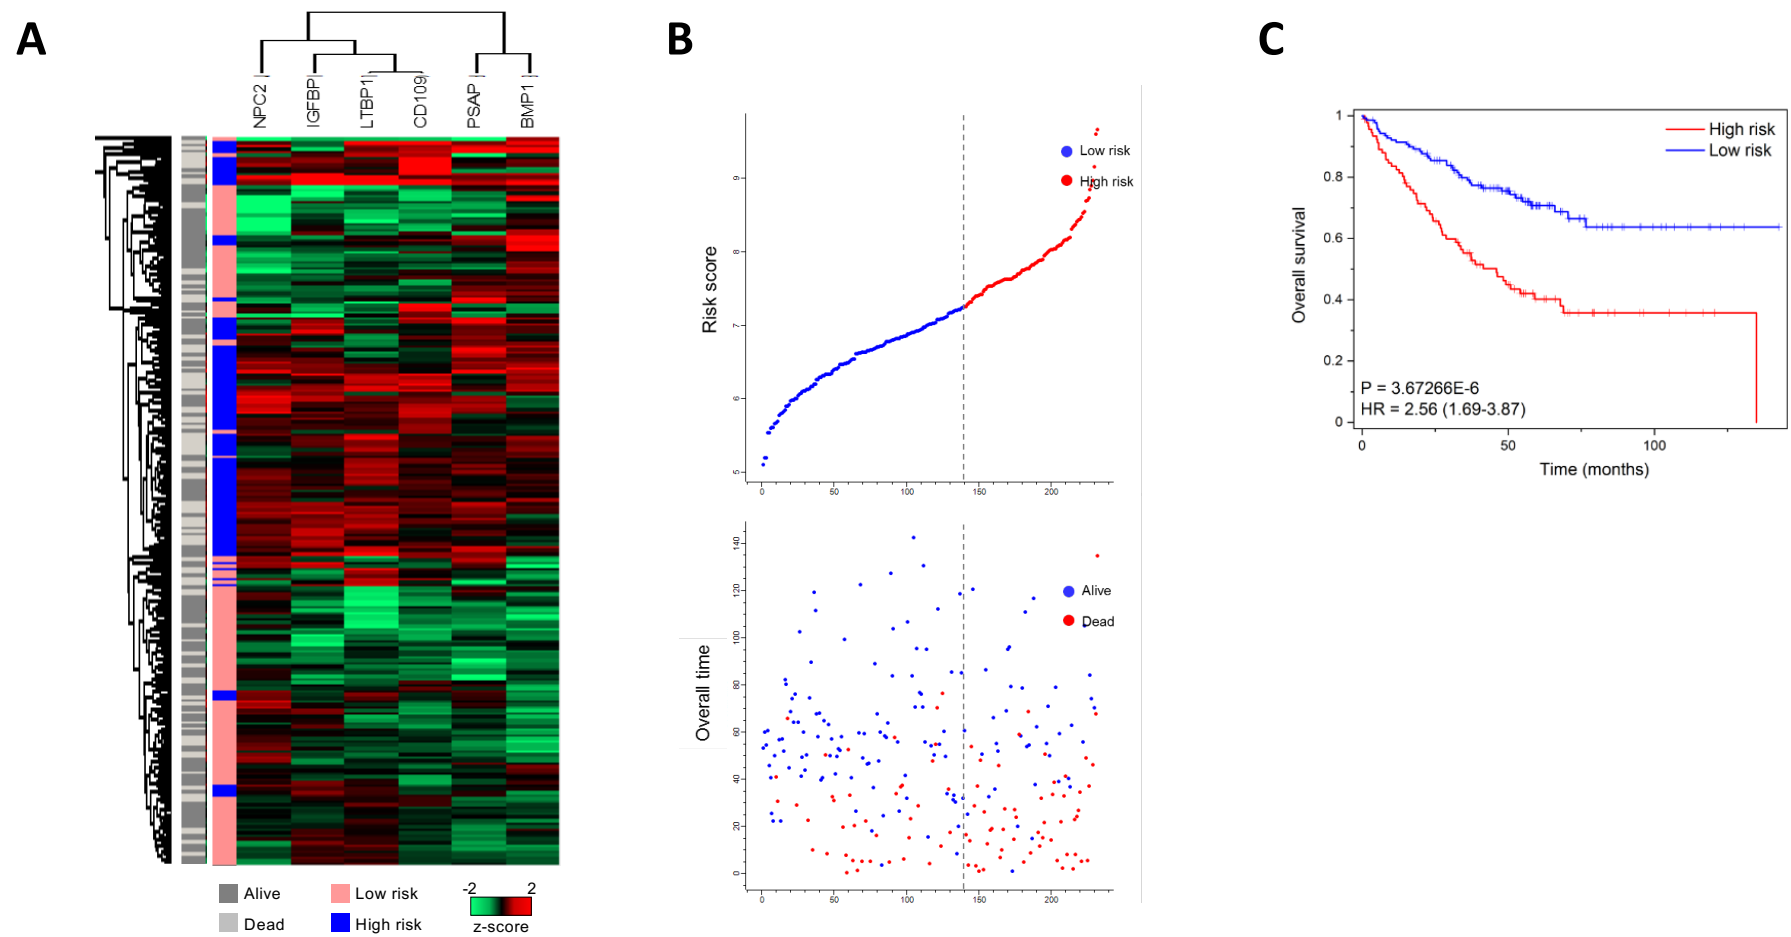

**Figure S3. Design and evaluation of the 6 genes signature in GSE17538.** (A) Hierarchical clustering of mRNA expression in GSE17538. Overall survival event and low-high risk distribution are shown. (B) Risk score distribution and corresponding survival status in GSE17538. (C) Kaplan-Meier analysis of high and low risk patients.

**A**

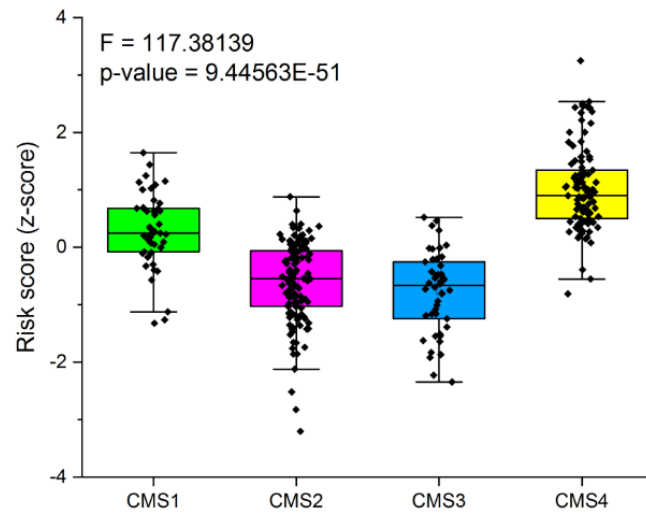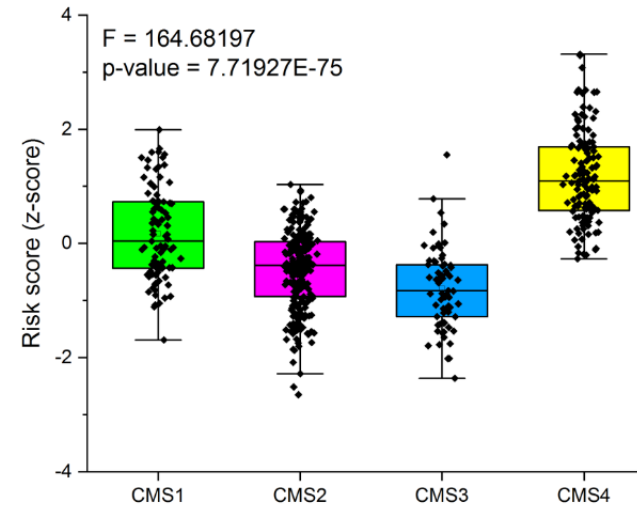

**B**

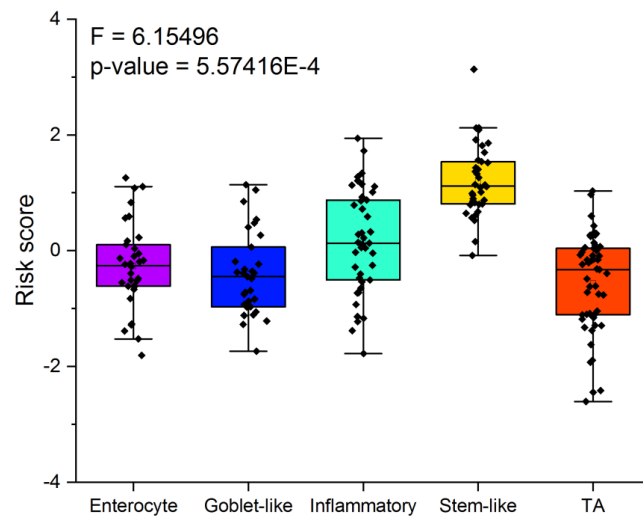

**C**

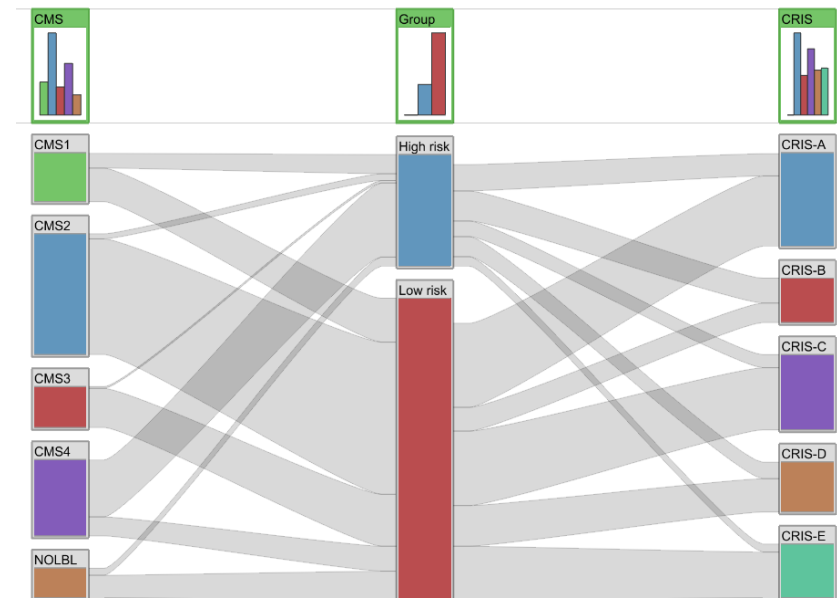

**Figure S4. Association of risk score-based classification with current colorectal cancer classifications.** (A) Risk score (z-score) in CMS subgroups according to GSE14333 and GSE39582 datasets. (B) Risk score (z-score) in Sandanandam subgroups according to GSE14333 dataset. (C) Caleydo view of the correspondence between CMS, SEC6 risk score and CRIS subgrouping according to GSE14333, GSE39582 and TCGA COADREAD data.

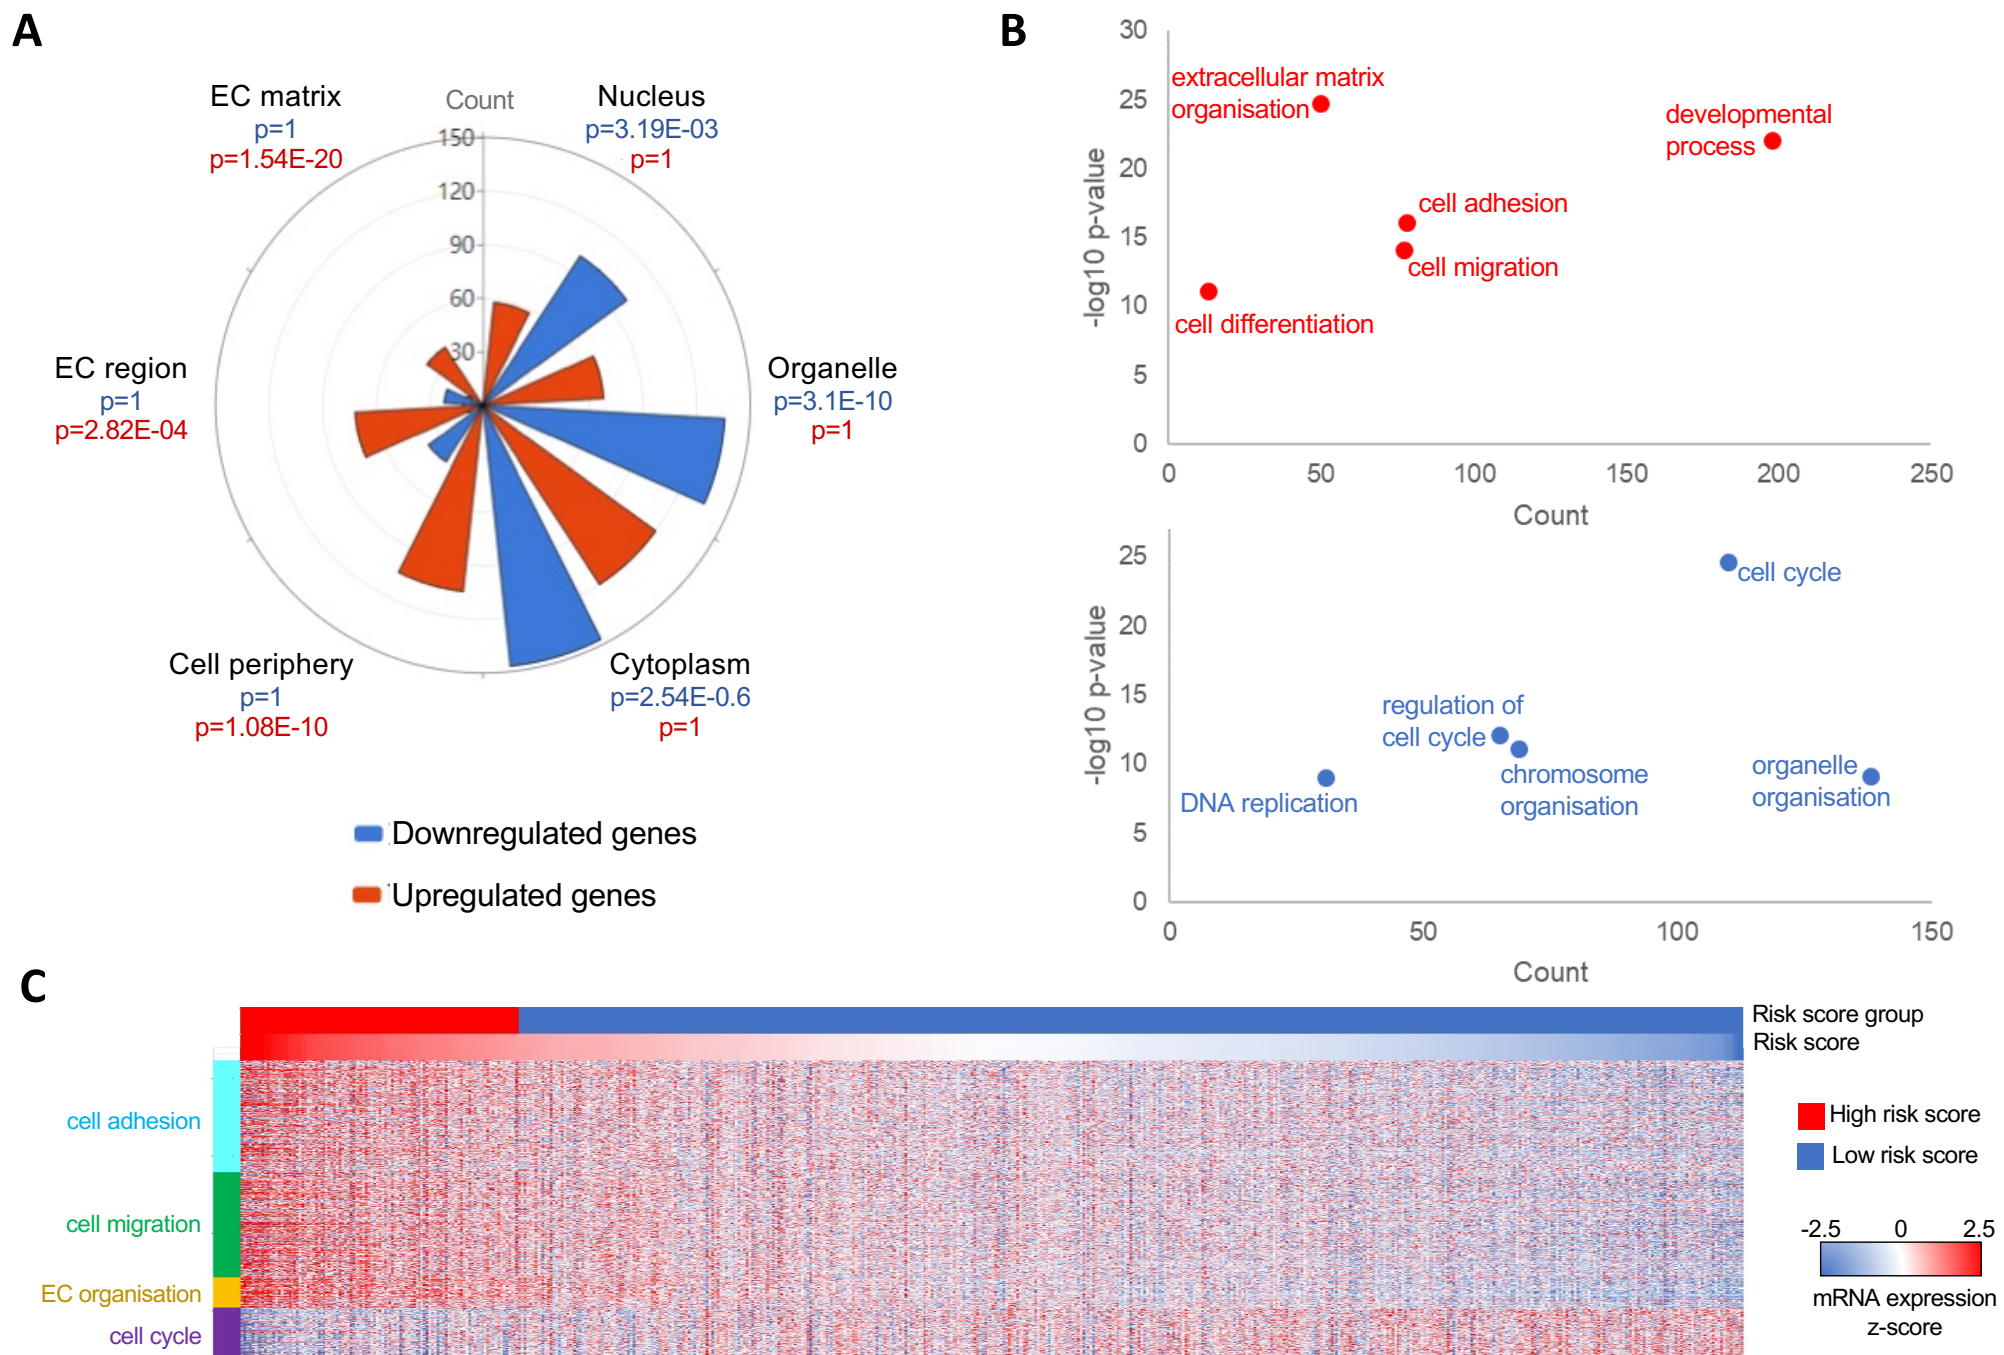

**Figure S5. Analysis of differentially expressed genes between high and low risk patients in GSE39582.** (A) Rose plot of altered Cellular Component and (B) scatter plot of altered Biological Process GO categories in the 200 most significantly upregulated (red) and downregulated (blue) genes when comparing high versus low risk patients. (C) Expression pattern of significantly altered genes from cell adhesion, cell migration, extracellular matrix organisation and cell cycle GO categories. Patients from GSE39582 were ordered according to the risk score.

# Supplementary material for: A prognostic six‐gene expression risk‐score derived from proteomic profiling of the metastatic colorectal cancer secretome
**Source:** J Pathol Clin Res. 2022 Sep 22;8(6):495–508. doi: 10.1002/cjp2.294
**Supplement:** Supplementary file 3 — Table S1. List of deregulated proteins identified and quantified in the secretome of KM12SM, KM12L4, and SW620

A prognostic six-gene expression risk-score derived from proteomic profiling of the metastatic colorectal cancer secretome

J Robles et al. *J Pathol Clin Res* DOI: <https://doi.org/10.1002/cjp2.294>

Table S1. List of deregulated proteins identified and quantified in the secretome of KM12SM, KM12L4 and SW620

Protein IDs	Gene names	LFQ intensity			Fold change			p-value		
		SW620	KM12L4	KM12SM	L4/620	SM/620	L4/SM	L4/620	SM/620	L4/SM
O60613	SEP15	0	9227900	0	NaN	NaN	NaN	0.37390098	1	0.37390098
P04217	A1BG	0	0	130400	NaN	NaN	0	0.37390098	0.37390098	1
P01023	A2M	1313300	0	0	0	0	NaN	0.37390098	0.37390098	1
A8K2U0	A2ML1	19185000	605950016	407140000	31.5845718	21.2217884	1.48830879	0.00081525	0.00055706	0.06829024
P49588	AARS	93488000	37229000	55207000	0.39822224	0.59052497	0.67435288	0.00022097	0.00083064	0.00817151
Q9NRN7	AASDHPPT	0	0	6600500	NaN	NaN	0	1	0.37390098	0.37390098
P61221	ABCE1	40952000	20072000	28953000	0.49013481	0.70699841	0.6932615	0.12491227	0.98181456	0.11728708
Q9BUJ0	ABHD14A	0	0	11367000	NaN	NaN	0	1	0.54796535	0.5748325
Q96IU4	ABHD14B	54528000	10999000	12853000	0.20171288	0.23571377	0.85575354	0.0050985	0.0050985	1
P24752	ACAT1	0	0	2052400	NaN	NaN	0	0.37390098	0.37390098	1
Q9BWD1	ACAT2	39022000	24950000	36389000	0.6393829	0.93252522	0.68564677	0.11631453	0.52769148	0.11735933
Q9UKV3	ACIN1	0	9427200	6556200	NaN	NaN	1.43790615	1	0.37390098	0.37390098
P53396	ACLY	101560000	68218000	155320000	0.67170143	1.52934229	0.43920937	0.09561997	0.00519718	0.00896867
P21399	ACO1	0	0	23875000	NaN	NaN	0	1	0.26493192	0.72209376
P24666	ACP1	53379000	22969000	62812000	0.4303003	1.1767174	0.36567852	0.99269515	0.14411557	0.04391851
P68133	ACTA1	32259000	0	0	0	0	NaN	1	0.37390098	0.37390098
Q562R1	ACTBL2	3131099904	0	0	0	0	NaN	0.37390098	0.37390098	1
O94805	ACTL6B	0	0	4738500	NaN	NaN	0	1	0.37390098	0.37390098
P12814	ACTN1	509369984	162700000	160390000	0.3194142	0.31487918	1.01440239	0.00159445	0.0008346	0.17718181
O43707	ACTN4	2510599936	1441400064	1919100032	0.57412577	0.76439899	0.75108123	0.00276794	0.11736844	0.00521346
P61160	ACTR2	21597000	9840300	12412000	0.45563272	0.57470948	0.79280537	0.12270122	0.41867098	0.37390098
P61158	ACTR3	134380000	50843000	77241000	0.37835243	0.57479537	0.65823847	0.02504174	0.69780147	0.0216393
P07311	ACYP1	11690000	11225000	11138000	0.96022242	0.95278013	1.00781107	0.37390098	1	0.37390098
O14672	ADAM10	53978000	430740000	194980000	7.97991753	3.61221242	2.2091496	4.61E-05	5.15E-05	0.02861929
Q13444	ADAM15	0	0	5126300	NaN	NaN	0	1	0.37390098	0.37390098
P78536	ADAM17	0	0	6702000	NaN	NaN	0	1	0.37390098	0.37390098
Q13443	ADAM9	0	290390016	126770000	NaN	NaN	2.29068398	2.42E-05	0.00041521	0.00144785
Q86TH1	ADAMTSL2	11687000	0	0	0	0	NaN	0.11611766	0.11611766	1
Q9BV57	ADI1	0	0	6312800	NaN	NaN	0	1	0.37390098	0.37390098
P55263	ADK	67735000	19425000	26996000	0.28677937	0.39855319	0.71955103	0.12392485	0.12392485	1

Q9NX46	ADPRHL2	38010000	22865000	25185000	0.60155225	0.66258878	0.90788168	0.12684681	0.12684681	1
P30566	ADSL	80259000	27127000	43702000	0.33799323	0.54451215	0.62072676	0.00423666	0.0196455	0.03234163
P30520	ADSS	17953000	10258000	7104700	0.57138085	0.39573887	1.44383299	0.37390098	0.37390098	1
P43652	AFM	3199900	0	2201900	0	0.68811524	0	0.37390098	0.37390098	1
P20933	AGA	0	0	16449000	NaN	NaN	0	1	0.58150309	0.94568974
P35573	AGL	77900000	20564000	31312000	0.26397946	0.40195122	0.65674502	0.11616844	0.11616844	1
O95994	AGR2	0	4228300032	411110016	NaN	NaN	10.2850819	0.02034	0.3739	0.02103
Q8TD06	AGR3	0	965139968	255420000	NaN	NaN	3.77863908	0.00133702	0.00479857	0.00627414
O00468	AGRN	86248000	510600000	162470000	5.92013741	1.88375378	3.14273405	0.00108379	0.00052273	0.00332596
P23526	AHCY	709350016	537470016	1049200000	0.75769365	1.47910058	0.51226652	0.03980173	0.0014305	0.00048833
O43865	AHCYL1	0	2591800	0	NaN	NaN	NaN	0.76211649	1	0.36506638
Q09666	AHNAK	7171600	17203000	33440000	2.39876747	4.66283655	0.51444376	0.13822877	0.00021282	0.02925143
O95433	AHSA1	51312000	27287000	60256000	0.53178596	1.17430615	0.45285118	0.34302923	0.18148194	0.01096651
P02765	AHSG	23633000	0	16948000	0	0.71713281	0	0.19073597	0.46096233	0.12325215
O95831	AIFM1	253350000	79681000	66220000	0.31450957	0.26137754	1.20327699	0.01257033	0.01031453	0.94910187
Q12904	AIMP1	13189000	6204400	10705000	0.47042233	0.81166124	0.57957965	0.37390098	0.37390098	1
Q13155	AIMP2	0	0	2757200	NaN	NaN	0	1	0.37390098	0.37390098
O00170	AIP	8896300	0	4337300	0	0.48753977	0	0.37390098	0.37390098	1
P00568	AK1	30577000	13559000	24569000	0.44343787	0.80351245	0.55187434	0.12111014	0.72225171	8.80E-05
P54819	AK2	76094000	24366000	22573000	0.32020921	0.29664627	1.07943118	0.00155245	0.01127539	0.37390098
Q02952	AKAP12	49224000	0	16926000	0	0.34385666	0	0.37390098	0.37390098	1
P14550	AKR1A1	147580000	161730000	231880000	1.09588015	1.57121563	0.69747281	0.09210984	0.02217175	0.01535063
P42330	AKR1C3	102030000	19101000	34520000	0.18720965	0.33833185	0.55333138	0.00019028	0.00164091	0.37390098
Q13740	ALCAM	0	137590000	245930000	NaN	NaN	0.55946815	0.3739	0	0.00714
P00352	ALDH1A1	0	248170000	305400000	NaN	NaN	0.81260639	0.0069	4.00E-05	0.55544001
P05091	ALDH2	0	0	0	NaN	NaN	NaN	1	1	1
P30838	ALDH3A1	0	26616000	42503000	NaN	NaN	0.62621462	0.37390098	8.27E-05	0.00843435
P49419	ALDH7A1	0	0	3803300	NaN	NaN	0	1	0.37390098	0.37390098
P49189	ALDH9A1	18103000	18219000	32153000	1.00640774	1.77611446	0.56663454	0.3658036	0.03050308	0.0419788
P04075	ALDOA	2434400000	2535800064	2500000000	1.04165304	1.02694714	1.01432002	0.24797064	0.01629752	0.35634774
P09972	ALDOC	5377400	5057900	1789000	0.94058466	0.33268866	2.82722187	0.96777076	0.37390098	0.37390098
Q86V81	ALYREF	29493000	0	0	0	0	NaN	0.37390098	0.37390098	1
Q01433	AMPD2	2734900	0	0	0	0	NaN	0.37390098	0.37390098	1

P03950	ANG	0	130130000	69407000	NaN	NaN	1.87488294	0	8.00E-05	0.00122
Q9BYT9	ANO3	9428100	0	0	0	0	0 NaN	0.37390098	1	0.37390098
P39687	ANP32A	50139000	228800000	279280000	4.56331396	5.57011509	0.81924951	0.00554622	0.00112511	0.0344012
Q92688	ANP32B	14977000	28450000	43854000	1.89957941	2.92808986	0.64874357	1	1.18E-05	1.18E-05
Q9BTT0	ANP32E	0	0	7401900	NaN	NaN	0	1	0.37390098	0.37390098
P04083	ANXA1	0	5367200	3689800	NaN	NaN	1.45460463	1	0.37390098	0.37390098
P50995	ANXA11	5225700	10719000	5461000	2.0512085	1.04502749	1.96282732	0.02167309	0.37390098	0.00039683
P07355	ANXA2	78318000	329289984	205760000	4.20452499	2.62723756	1.60035956	0.29466699	0.00045014	0.8054589
P08758	ANXA5	12459000	43641000	12152000	3.50276899	0.9753592	3.59126067	0.11617087	1	0.11617087
Q10567	AP1B1	4188100	3585100	4291000	0.85602063	1.02456963	0.83549291	0.03873081	0.73774755	0.03976638
O43747	AP1G1	33468000	17377000	18467000	0.51921237	0.55178082	0.94097579	1	0.37390098	0.37390098
Q9Y6Q5	AP1M2	0	0	7698800	NaN	NaN	0	0.37390098	1	0.37390098
P63010	AP2B1	38803000	20095000	31534000	0.51787233	0.8126691	0.63724869	1	0.37390098	0.37390098
P13798	APEH	10630000	7967300	19638000	0.74951082	1.84741294	0.40570831	0.31475449	0.62066633	0.6309855
P27695	APEX1	163260000	96415000	133030000	0.59056109	0.81483525	0.72476131	0.00331927	0.18413381	0.00874342
Q9BZZ5	API5	41655000	23769000	32939000	0.57061577	0.79075742	0.72160661	0.02243861	0.05718835	0.07166502
Q96GX9	APIP	35697000	0	3536800	0	0.09907836	0	0.37390098	0.37390098	1
Q06481	APLP2	10172000	538480000	516040000	52.9374771	50.7314186	1.04348505	0.01916514	2.62E-05	0.39511356
P06727	APOA4	6024000	3449900	4530500	0.57269257	0.75207502	0.76148325	0.2637763	0.39465225	0.37390098
P04114	APOB	50809000	9998100	23129000	0.19677813	0.45521462	0.4322755	0.31717405	0.40758237	0.19448258
P02649	APOE	477940	0	0	0	0	0 NaN	0.37390098	0.37390098	1
P05067	APP	1107200000	5028800000	4286299904	4.54190731	3.87129688	1.17322636	0.00214795	0.00303456	0.34020433
P07741	APRT	0	0	7526000	NaN	NaN	0	1	0.37390098	0.37390098
P48444	ARCN1	15989000	11779000	13474000	0.73669398	0.84270436	0.87420219	0.99221778	0.42753541	0.42045635
P15514	AREG	14150000	119750000	147080000	8.4628973	10.3943462	0.81418276	0.11636214	0.11687395	0.7193433
P84077	ARF1	50146000	28633000	30910000	0.57099271	0.61640012	0.9263345	0.07721483	0.14215089	0.34701684
P18085	ARF4	0	0	5983300	NaN	NaN	0	1	0.37390098	0.37390098
P53367	ARFIP1	0	0	1762200	NaN	NaN	0	1	0.37390098	0.37390098
P53365	ARFIP2	0	0	1235900	NaN	NaN	0	1	0.37390098	0.37390098
P05089	ARG1	25170000	22665000	0	0.90047675	0	0 NaN	0.12722827	0.12722827	1
P78540	ARG2	874100	0	0	0	0	0 NaN	0.37390098	1	0.37390098
Q07960	ARHGAP1	34941000	40126000	41180000	1.14839303	1.17855811	0.97440505	0.37390098	0.9672997	0.11616877
Q8N392	ARHGAP18	9984300	0	0	0	0	0 NaN	0.37390098	0.37390098	1

P52565	ARHGDI	234320000	49297000	71879000	0.21038324	0.30675572	0.68583316	0.00242915	0.00516305	0.12774892
Q9NZN5	ARHGEF12	0	53315000	0	NaN	NaN	NaN	0.65175796	1	0.37227702
O15143	ARPC1B	55935000	38506000	84210000	0.68840617	1.50549746	0.45726162	0.37390098	0.37390098	1
O15144	ARPC2	160500000	69901000	128540000	0.43552026	0.80087227	0.54380739	2.10E-05	0.00018513	0.00348819
P59998	ARPC4	131570000	55886000	93963000	0.42476249	0.71416736	0.59476602	0.2534954	0.78191411	0.30798602
O15511	ARPC5	0	0	43445000	NaN	NaN	0	1	0.37390098	0.37390098
P56211	ARPP19	0	0	3369000	NaN	NaN	0	0.37390098	0.37390098	1
Q6UWY0	ARSK	0	0	1108600	NaN	NaN	0	0.37390098	1	0.37390098
Q13510	ASAH1	37560000	997880000	864860032	26.567625	23.0260925	1.15380526	6.64E-05	0.00011971	0.03763254
P04424	ASL	9564800	9514900	19645000	0.99478292	2.05388498	0.48434207	0.7934925	0.22426866	0.01561604
P08243	ASNS	7391300	0	10128000	0	1.37025964	0	1	0.01095315	0.01095315
Q676U5	ATG16L1	0	0	3549400	NaN	NaN	0	1	0.37390098	0.37390098
P31939	ATIC	207010000	115390000	164610000	0.55741268	0.79517895	0.7009902	0.00019949	0.24197595	0.87576681
P05023	ATP1A1	37956000	159170000	35886000	4.1935401	0.94546318	4.43543434	0.00050566	0.50844252	1.99E-05
P05026	ATP1B1	45755000	311590016	35792000	6.80996656	0.78225332	8.7055769	0.00014129	0.11698487	0.00049896
Q15904	ATP6AP1	0	92501000	61389000	NaN	NaN	1.50680089	0.11731472	0.11781423	0.91144866
O75787	ATP6AP2	10887000	73363000	54064000	6.73858738	4.96592283	1.35696578	1	0.11860574	0.11860574
P38606	ATP6V1A	34041000	12615000	36221000	0.37058252	1.06404042	0.34827861	0.37390098	0.41030043	0.11616866
P21281	ATP6V1B2	13295000	0	14765000	0	1.11056793	0	0.37390098	0.37390098	1
P21283	ATP6V1C1	22516000	15481000	32917000	0.68755549	1.46193814	0.4703041	1	0.00018414	0.00018414
Q96A05	ATP6V1E2	0	0	6216700	NaN	NaN	0	1	0.37390098	0.37390098
O75348	ATP6V1G1	0	0	2260200	NaN	NaN	0	1	0.37390098	0.37390098
P98198	ATP8B2	0	0	0	NaN	NaN	NaN	1	1	1
Q9UBB4	ATXN10	4637500	0	0	0	0	NaN	0.37390098	0.37390098	1
Q8WWM7	ATXN2L	13606000	10735000	18898000	0.78899014	1.38894606	0.56804955	0.37390098	0.37390098	1
P25311	AZGP1	254910000	49448000	42200000	0.19398218	0.16554862	1.17175353	0.0566476	0.07343865	0.36247852
P61769	B2M	245750000	5306299904	3310599936	21.592268	13.4714136	1.60282123	0.01187395	0.14491903	0.27077347
O94766	B3GAT3	9845200	12260000	20304000	1.24527693	2.06232476	0.60382193	1	0.37390098	0.37390098
O43505	B3GNT1	32636000	31190000	28957000	0.95569313	0.8872717	1.07711434	0.64446795	0.50826061	0.88262123
Q9Y2A9	B3GNT3	0	32915000	43263000	NaN	NaN	0.76081181	0.37390098	0.37390098	0.72277182
Q8NFL0	B3GNT7	0	6848800	0	NaN	NaN	NaN	0.37390098	1	0.37390098
P15291	B4GALT1	0	0	2000000	NaN	NaN	0	1	0.37390098	0.37390098
O43286	B4GALT5	0	24367000	29892000	NaN	NaN	0.81516796	0.37390098	0.1717602	0.64393336

Q99933	BAG1	0	0	5668800	NaN	NaN	0	1	0.11611865	0.11611865
O95816	BAG2	0	0	22473000	NaN	NaN	0	0.37390098	0.34629354	0.12298628
O95817	BAG3	4512800	0	13066000	0	2.89531994	0	1	0.37390098	0.37390098
Q9UHR4	BAIAP2L1	0	0	2482600	NaN	NaN	0	1	0.84773004	0.45855418
Q07812	BAX	1318400	0	0	0	0 NaN	0	0.37390098	0.37390098	1
Q13867	BLMH	27745000	23183000	29076000	0.83557397	1.04797256	0.79732424	0.1464034	0.11633515	0.83083224
P53004	BLVRA	0	0	4379600	NaN	NaN	0	0.37390098	0.37390098	0.91011131
P30043	BLVRB	0	0	5374100	NaN	NaN	0	1	0.37390098	0.37390098
P13497	BMP1	8620900	64805000	17920000	7.51719666	2.07866931	3.61635041	0.37390098	1	0.37390098
P18075	BMP7	13898000	33299000	17565000	2.39595628	1.26385093	1.89575863	0.22954054	0.07724521	0.6210295
Q9H3K6	BOLA2	34643000	31927000	57385000	0.92160034	1.65646744	0.55636489	1	0.11850858	0.11850858
O95861	BPNT1	89907000	244930000	229070000	2.72425961	2.5478549	1.06923652	0.02248631	0.02934772	0.84570283
Q5VW32	BROX	0	0	17242000	NaN	NaN	0	1	0.37390098	0.37390098
P35613	BSG	83987000	115760000	47735000	1.37830853	0.56836176	2.42505503	0.61419392	0.13547382	0.1215523
P43251	BTD	0	54474000	41874000	NaN	NaN	1.30090272	0.00048504	1.93E-05	0.86967671
O43684	BUB3	38825000	24157000	40653000	0.62220222	1.04708302	0.59422427	0.71640742	0.82473081	0.60261226
Q7L1Q6	BZW1	24169000	0	38630000	0	1.59832847	0	0.11803669	0.98414588	0.37390098
Q9Y6E2	BZW2	43923000	40762000	78100000	0.92803317	1.7781117	0.52192062	0.95678413	0.28097874	0.30012664
Q53FT3	C11orf73	0	0	9886000	NaN	NaN	0	0.37390098	0.37390098	1
Q9HB07	C12orf10	18662000	0	0	0	0 NaN	0	1	0.37390098	0.37390098
Q9Y224	C14orf166	49848000	12166000	32800000	0.24406195	0.65800035	0.37091464	2.39E-06	0.22782864	0.1357507
Q969H8	C19orf10	37324000	966739968	149300000	25.9012966	4.00010729	6.47515059	0.01245458	0.37390097	0.02512344
Q96EU7	C1GALT1C1	0	69671000	71937000	NaN	NaN	0.9685002	0.11644182	0.00096443	0.46221837
Q07021	C1QBP	0	0	1773500	NaN	NaN	0	0.37390098	1	0.37390098
P00736	C1R	1541900	0	0	0	0 NaN	0	0.37390098	0.37390098	1
P09871	C1S	0	0	514400	NaN	NaN	0	1	0.37390098	0.37390098
Q9Y3I0	C22orf28	65607000	19949000	39665000	0.30406815	0.60458487	0.50293708	0.1229151	0.68538529	0.13194644
P01024	C3	5457200	1169600	1439100	0.21432236	0.26370665	0.81273019	0.37390098	0.37390098	1
Q8NDZ4	C3orf58	0	0	1612200	NaN	NaN	0	1	0.37390098	0.37390098
P0C0L5	C4B	16130000	27729000	12534000	1.71909487	0.7770614	2.21230245	0.29063985	0.52539653	0.41448644
P01031	C5	1010200	0	0	0	0 NaN	0	0.37390098	0.37390098	1
Q8WVR3	C7orf43	0	8073400	0	NaN	NaN	NaN	0.08055233	1	0.35694909
P07358	C8B	0	0	2539400	NaN	NaN	0	1	0.37390098	0.37390098

P07360	C8G	0	0	872510	NaN	NaN	0	1	0.37390098	0.37390098
P00918	CA2	0	25248000	27551000	NaN	NaN	0.91640955	0.11633	1.00E-05	0.1582
Q9Y376	CAB39	0	0	1578300	NaN	NaN	0	1	0.37390098	0.37390098
Q9H9S4	CAB39L	15926000	0	0	0	0	NaN	0.00025404	0.00025404	1
Q5VU97	CACHD1	30560000	9950400	8306800	0.32560208	0.27181938	1.19786203	0.37390098	0.37390098	1
Q9HB71	CACYBP	217960000	137760000	233130000	0.63204259	1.06959999	0.59091496	0.0024833	0.1069835	0.00641896
P27708	CAD	42383000	0	20265000	0	0.47813982	0	0.37390098	0.37390098	1
Q05682	CALD1	4024600	0	0	0	0	NaN	0.37390098	0.37390098	1
P62158	CALM1	135120000	129320000	90935000	0.95707518	0.67299438	1.42211473	0.04705747	0.04685712	0.12346306
P27482	CALML3	0	34063000	0	NaN	NaN	NaN	0.37390098	1	0.37390098
Q9NZT1	CALML5	44931000	20340000	0	0.45269412	0	NaN	0.13291162	1	0.13291162
P27797	CALR	114710000	7042100224	751379968	61.3904648	6.55025673	9.3722229	2.35E-05	0.00366006	3.10E-05
O43852	CALU	98864000	4381599744	2091299968	44.3194656	21.1533012	2.09515595	0.10604148	0.03586979	0.82575566
Q86VP6	CAND1	96295000	107840000	157960000	1.119892	1.64037597	0.68270451	0.6371308	0.00812591	0.02533928
Q8WVQ1	CANT1	29209000	68317000	155740000	2.33890247	5.33191824	0.43866059	0.37390097	0.11618599	0.42171994
P27824	CANX	0	48461000	19904000	NaN	NaN	2.43473673	0.11659439	1	0.11659439
Q01518	CAP1	524209984	380320000	364649984	0.72551078	0.69561815	1.0429728	0.22349028	0.54576111	0.24826404
P40121	CAPG	12375000	18246000	44593000	1.47442424	3.60347486	0.40916735	1	0.11673227	0.11673227
P07384	CAPN1	9899200	10447000	7452700	1.05533779	0.75285882	1.40177381	1	0.37390098	0.37390098
P17655	CAPN2	0	6397900	4644600	NaN	NaN	1.37749219	0.37390098	0.37390098	1
P04632	CAPNS1	0	0	5374800	NaN	NaN	0	0.37390098	0.37390098	1
Q14444	CAPRIN1	90538000	36960000	52193000	0.40822637	0.57647616	0.70814091	0.12346592	0.13118163	0.86801118
P52907	CAPZA1	22494000	29504000	30830000	1.31163871	1.37058771	0.95698994	0.38917351	0.37390098	0.11774035
P47755	CAPZA2	0	0	540730	NaN	NaN	0	0.37390098	0.37390098	1
P47756	CAPZB	117920000	90433000	118080000	0.76690131	1.00135684	0.76586211	0.05686536	0.45347044	0.95077664
Q86X55	CARM1	0	0	5313400	NaN	NaN	0	1	0.37390098	0.37390098
P49589	CARS	96457000	27702000	39669000	0.28719532	0.41126096	0.69832867	0.00028885	0.01386883	1.31E-05
P42574	CASP3	0	4214900	0	NaN	NaN	NaN	0.88147652	1	0.12433118
P55210	CASP7	4171600	0	4081700	0	0.97844952	0	0.71456367	0.78206754	0.20860188
P20810	CAST	3096700	9460500	12573000	3.05502629	4.06012869	0.7524457	1	0.37390098	0.37390098
P04040	CAT	60463000	86808000	85846000	1.43572104	1.41981041	1.01120615	0.33823317	0.00517915	0.30695605
Q13951	CBFB	60437000	13058000	16771000	0.2160597	0.27749556	0.77860594	0.11861558	0.11861558	1
P16152	CBR1	13051000	11876000	11859000	0.90996861	0.90866601	1.00143349	1	0.37390098	0.37390098

O75828	CBR3	0	0	15779000	NaN	NaN	0	1	0.08065383	0.83996314
Q13185	CBX3	358070016	242700000	364670016	0.67780042	1.01843214	0.66553319	0.53462207	0.49876407	0.07003515
Q8WUD4	CCDC12	0	0	0	NaN	NaN	NaN	1	1	1
Q96CT7	CCDC124	0	0	9348600	NaN	NaN	0	1	0.37390098	0.37390098
Q5T9S5	CCDC18	95315000	274320000	0	2.87803602	0	NaN	0.37390098	0.37390098	1
Q5TID7	CCDC181	41534000	0	0	0	0	NaN	0.41789296	0.45131919	1
Q86WR0	CCDC25	5019800	5654300	14640000	1.12639952	2.91645074	0.38622269	1	0.37390098	0.37390098
Q96MW1	CCDC43	0	0	8142500	NaN	NaN	0	0.37390098	0.37390098	1
Q4VC31	CCDC58	11227000	0	0	0	0	NaN	0.37390098	0.37390098	1
P78371	CCT2	584609984	204660000	398280000	0.35007954	0.68127471	0.51385957	0.00049587	0.0542074	0.00232465
P49368	CCT3	528649984	165430000	366260000	0.31292918	0.69282138	0.45167369	2.14E-05	0.00930425	7.91E-05
P50991	CCT4	425620000	171340000	335910016	0.40256566	0.78922516	0.51007706	6.69E-05	0.03762946	0.0006913
P48643	CCT5	339740000	139550000	310760000	0.41075528	0.91469949	0.44906038	0.00391237	0.16945995	0.00031034
P40227	CCT6A	289689984	111890000	219070000	0.38624048	0.75622219	0.51075	0.00067268	0.30244625	0.00024203
Q99832	CCT7	291430016	106440000	249510000	0.36523348	0.85615754	0.42659613	0.00100131	0.69737881	0.00025419
P50990	CCT8	737569984	252410000	513000000	0.34221837	0.6955272	0.49202728	0.0042995	0.10837343	0.00018375
Q6YHK3	CD109	22201000	996440000	1020600000	44.8826637	45.9709015	0.97632766	0.00015271	0.00012052	0.25060171
P16070	CD44	13682000	462329984	49523000	33.791111	3.61957312	9.33566189	2.05E-06	0.13054971	0.00447128
P15529	CD46	19274000	17869000	12414000	0.92710388	0.6440801	1.4394232	0.27311271	8.54E-06	0.37390098
P08174	CD55	0	69442000	19580000	NaN	NaN	3.54657817	0.00246957	1	0.00246957
P19256	CD58	0	0	10927000	NaN	NaN	0	1	0.37390098	0.37390098
P13987	CD59	19135000	68367000	38215000	3.57287693	1.99712574	1.78900957	0.37390097	0.37390097	0.83076894
P08962	CD63	0	0	35504000	NaN	NaN	0	1	0.37390098	0.37390098
P21926	CD9	85368000	847900032	558430016	9.93229389	6.5414443	1.51836395	0.00150509	0.16933268	0.06819507
Q16543	CDC37	24088000	23661000	40912000	0.98227334	1.698439	0.57833886	0.07164154	0.29287603	0.01539431
O60508	CDC40	0	0	3092200	NaN	NaN	0	1	0.37390098	0.37390098
P60953	CDC42	0	0	13153000	NaN	NaN	0	1	0.37390098	0.37390098
Q6P1J9	CDC73	5743100	4761100	4393900	0.82901222	0.76507461	1.08357036	0.37390098	0.37390098	1
Q9H5V8	CDCP1	0	4734400	0	NaN	NaN	NaN	0.37390098	1	0.37390098
P12830	CDH1	18126000	944510016	846470016	52.1080208	46.6992188	1.1158222	0.00100209	8.14E-05	0.69347769
Q12864	CDH17	66324000	198250000	270790016	2.98911405	4.08283615	0.73211712	1.57E-05	5.22E-05	0.00398979
P22223	CDH3	0	36400000	23831000	NaN	NaN	1.52742231	0.12529001	0.11617	0.91117001
P06493	CDK1	56159000	19967000	29867000	0.35554409	0.5318293	0.66853046	0.00016075	0.03928741	0.11614255

Q00537	CDK17	0	25957000	0	NaN	NaN	NaN	0.37390098	1	0.37390098
Q00534	CDK6	9226300	0	3768700	0	0.40847361	0	0.37390098	0.37390098	1
Q16878	CDO1	0	37067000	0	NaN	NaN	NaN	1	0.37390098	0.37390098
Q9UKY7	CDV3	79243000	47216000	47784000	0.59583813	0.60300595	0.98811316	0.01127908	0.02656915	0.30740809
P06731	CEACAM5	0	8619500	0	NaN	NaN	NaN	0.37390098	1	0.37390098
P00751	CFB	2572900	0	1468300	0	0.57067901	0	0.37390098	0.49404007	0.37390098
P08603	CFH	6005300	0	2439300	0	0.4061912	0	0.37390098	0.37390098	1
P23528	CFL1	8266299904	3427699968	5568999936	0.41465953	0.67369926	0.61549652	0.01835938	0.92110693	0.03987916
Q99674	CGREF1	24716000	26394000	15989000	1.06789124	0.64690888	1.65075994	0.14377573	0.37390098	0.30645692
Q9Y6H1	CHCHD2	0	0	5749500	NaN	NaN	0	1	0.37390098	0.37390098
P05060	CHGB	19837000	0	0	0	0	NaN	0.37390098	0.37390098	1
Q9BWS9	CHID1	0	3973100	0	NaN	NaN	NaN	1	0.37390098	0.37390098
Q9UQN3	CHMP2B	0	18399000	14994000	NaN	NaN	1.22709084	1	0.00035042	0.00035042
Q9H444	CHMP4B	0	0	5483200	NaN	NaN	0	1	0.37390098	0.37390098
Q9NZZ3	CHMP5	6305900	0	0	0	0	NaN	0.31686318	0.91902488	1
Q9UHD1	CHORDC1	184980000	60125000	135780000	0.32503513	0.7340253	0.44281191	0.00193859	0.08349147	0.01126809
Q8NCHO	CHST14	2209400	6872800	6864900	3.11070871	3.10713315	1.00115073	1	0.1161589	0.1161589
Q6FI81	CIAPIN1	59940000	25181000	30447000	0.42010343	0.50795794	0.82704371	0.37390098	0.37390098	1
Q14011	CIRBP	0	0	1229300	NaN	NaN	0	0.37390098	0.37390098	1
Q14008	CKAP5	5703400	2824400	4182700	0.49521339	0.73336959	0.67525762	0.37390098	0.37390098	1
P12532	CKMT1A	0	0	29429000	NaN	NaN	0	1	0.17015004	0.66238302
O15551	CLDN3	0	18542000	6746500	NaN	NaN	2.74838805	0.12222	1	0.12222
O00299	CLIC1	325400000	178800000	381430016	0.54947758	1.17218816	0.46876228	0.072387	0.00538643	0.00097375
Q9Y696	CLIC4	110870000	112130000	225520000	1.0113647	2.0340941	0.49720645	0.37390098	0.27085525	0.1197013
Q14677	CLINT1	10747000	0	6728400	0	0.62607241	0	1	0.37390098	0.37390098
O75503	CLN5	0	81904000	81715000	NaN	NaN	1.0023129	0.00059905	0.00166633	0.86181194
O94985	CLSTN1	201490000	3111899904	1758599936	15.444438	8.72797585	1.76953256	1.27E-05	0.00025284	0.0005764
Q9BQT9	CLSTN3	0	0	4839700	NaN	NaN	0	1	0.37390098	0.37390098
Q00610	CLTC	392830016	348920000	399620000	0.88822132	1.01728475	0.87312949	0.67842823	0.03421854	0.00166121
P10909	CLU	21710000	409129984	539720000	18.845232	24.8604336	0.7580412	0.00023526	3.10E-05	0.01767678
Q96DG6	CMBL	0	11344000	17313000	NaN	NaN	0.65523016	1	0.37390098	0.37390098
Q9NRP2	CMC2	0	0	2317500	NaN	NaN	0	0.37390098	0.37390098	1
P30085	CMPK1	149680000	98980000	178470000	0.66127741	1.19234371	0.55460304	0.42500192	0.99085921	0.42744964

P62633	CNBP	52779000	14406000	10032000	0.27294946	0.19007559	1.43600476	0.06919289	0.08059372	0.49411145
Q96KP4	CNDP2	38731000	18807000	30456000	0.48558003	0.78634685	0.61751378	0.11684592	0.52120155	0.37390098
Q15417	CNN3	47386000	9953100	13048000	0.21004306	0.27535558	0.76280653	0.11686914	0.11686914	1
Q9Y2B0	CNPY2	21677000	26108000	18752000	1.2044102	0.86506438	1.39227819	0.78789705	0.65782654	0.8459776
Q9BT09	CNPY3	0	3825000	0	NaN	NaN	NaN	0.37390098	1	0.37390098
Q13057	COASY	17373000	0	8796700	0	0.50634319	0	0.37390098	0.37390098	1
P02452	COL1A1	21416000	19476000	17502000	0.90941352	0.81723946	1.11278713	0.88237906	0.37390098	0.37390098
P08123	COL1A2	0	14458000	0	NaN	NaN	NaN	1	0.37390098	0.37390098
P02458	COL2A1	17361000	0	0	0	0	NaN	0.37390098	0.37390098	1
P12109	COL6A1	26480000	19791000	45335000	0.74739426	1.71204686	0.43655014	0.86905915	0.69604945	0.61314088
Q8NBJ5	COLGALT1	41894000	173860000	160970000	4.14999771	3.84231639	1.08007705	0.00633561	3.71E-05	0.02415364
P53621	COPA	13149000	17767000	11752000	1.35120547	0.89375615	1.51182783	0.37390098	1	0.37390098
P53618	COPB1	16152000	22916000	22207000	1.41877162	1.37487614	1.03192687	0.37390098	1	0.37390098
P35606	COPB2	77397000	56817000	55021000	0.7340982	0.71089321	1.03264213	0.20542666	0.10587802	0.44881472
O14579	COPE	0	11820000	10702000	NaN	NaN	1.10446644	1	0.37390098	0.37390098
Q9Y678	COPG1	26311000	29603000	33464000	1.12511873	1.27186346	0.88462228	0.37390098	0.37390098	1
Q9UNS2	COPS3	0	0	8236700	NaN	NaN	0	1	0.20597976	0.59386683
Q9BT78	COPS4	0	0	2525500	NaN	NaN	0	1	0.14275883	0.65083623
Q92905	COPS5	0	0	9470000	NaN	NaN	0	1	0.37390098	0.37390098
Q7L5N1	COPS6	35903000	0	0	0	0	NaN	0.37390098	0.37390098	1
Q9UBW8	COPS7A	720620	0	0	0	0	NaN	1	0.37390098	0.37390098
Q99627	COPS8	0	0	3250700	NaN	NaN	0	0.37390098	0.37390098	1
P61923	COPZ1	18526000	10984000	10621000	0.59289646	0.57330239	1.03417754	0.37390098	0.37390098	1
Q9BR76	CORO1B	8335400	0	0	0	0	NaN	0.37390098	1	0.37390098
Q9ULV4	CORO1C	238540000	129630000	139120000	0.54343086	0.58321458	0.93178552	0.07523368	0.15544176	0.2059014
Q14019	COTL1	127310000	118670000	73516000	0.93213415	0.57745659	1.61420643	0.97637957	0.37390098	0.37390098
Q14061	COX17	187000000	0	145090000	0	0.77588236	0	0.37390098	0.85169506	0.37390098
P14854	COX6B1	0	588290	0	NaN	NaN	NaN	0.37390098	0.37390098	1
P00450	CP	26846000	11269000	16609000	0.41976458	0.6186769	0.67848754	0.25142202	0.40444869	0.1593219
P15088	CPA3	0	206600	0	NaN	NaN	NaN	0.37390098	1	0.37390098
O75976	CPD	0	0	3512700	NaN	NaN	0	1	0.37390098	0.37390098
P36551	CPOX	4250600	4979500	5994600	1.17148173	1.41029501	0.83066428	1	0.37390098	0.37390098
Q9BRF8	CPPED1	48399000	0	15739000	0	0.32519266	0	0.12429719	0.19521257	0.37390098

Q10570	CPSF1	5295700	5256200	9667900	0.99254113	1.82561326	0.54367548	1	0.37390098	0.37390098
Q8N684	CPSF7	0	0	3076300	NaN	NaN	0	1	0.47622752	0.58985627
Q9H3G5	CPVL	10191000	666110016	595740032	65.3625793	58.4574661	1.11812198	2.64E-05	8.75E-05	0.00732756
P29373	CRABP2	3026500	0	0	0	0	NaN	0.37390098	0.37390098	1
O75629	CREG1	0	0	4831400	NaN	NaN	0	1	0.37390098	0.37390098
Q6UXH1	CRELD2	0	187180000	13866000	NaN	NaN	13.4992065	0.00200187	1	0.00200187
Q9NZV1	CRIM1	0	6937800	2796200	NaN	NaN	2.48115301	0.37390098	1	0.37390098
P46108	CRK	25299000	10223000	13059000	0.40408713	0.51618642	0.78283179	0.37390098	0.37390098	1
P46109	CRKL	0	0	243360	NaN	NaN	0	0.37390098	0.37390098	1
Q5TZA2	CROCC	0	0	582990016	NaN	NaN	0	0.37390098	0.37390098	1
P02741	CRP	0	0	175750	NaN	NaN	0	0.37390098	0.37390098	1
O75718	CRTAP	0	7061400	2092200	NaN	NaN	3.37510753	0.37390098	1	0.37390098
Q9Y2S2	CRYL1	0	0	4424900	NaN	NaN	0	1	0.37390098	0.37390098
Q08257	CRYZ	18960000	13640000	22536000	0.71940929	1.18860757	0.60525382	0.37390098	0.37390098	1
O75390	CS	12796000	0	0	0	0	NaN	0.42577291	0.32155457	1
O75534	CSDE1	16073000	0	16655000	0	1.03620982	0	0.37390098	0.37390098	1
P55060	CSE1L	154390000	118010000	260820000	0.76436299	1.68935812	0.45245764	0.74454105	0.05874316	0.00059093
P21291	CSRP1	0	18365000	0	NaN	NaN	NaN	0.47669944	1	0.79898721
P01034	CST3	883969984	2224600064	1727399936	2.51660132	1.95413864	1.28783154	0.00465687	0.05070025	0.00192988
O76096	CST7	24524000	0	0	0	0	NaN	0.37390098	0.37390098	1
P04080	CSTB	0	0	33819000	NaN	NaN	0	1	0.37390098	0.37390098
Q05048	CSTF1	0	0	1784900	NaN	NaN	0	1	0.45688584	0.0756381
P33240	CSTF2	0	0	9468500	NaN	NaN	0	1	0.37390098	0.37390098
Q12996	CSTF3	5620200	6268800	7206000	1.1154052	1.28216076	0.86994171	0.7917617	0.94429022	0.73538667
Q8IX94	CTAGE4	27750000	0	0	0	0	NaN	0.37390098	0.37390098	1
P29279	CTGF	44077000	880460032	955030016	19.9754982	21.6673107	0.92191869	0.01617313	0.00032223	0.68979204
P32929	CTH	0	39037000	410129984	NaN	NaN	0.09518202	1	0.00013254	0.00013254
Q96CG8	CTHRC1	0	4151700	0	NaN	NaN	NaN	0.37390098	1	0.37390098
P35221	CTNNA1	25977000	97960000	112760000	3.77102828	4.34076309	0.86874777	0.11922566	2.65E-05	0.0694821
P35222	CTNNB1	11326000	26426000	27714000	2.33321571	2.44693637	0.9535253	1	3.84E-05	3.84E-05
P17812	CTPS1	53563000	34613000	34167000	0.64621103	0.63788438	1.01305354	0.00056307	0.00056307	1
P10619	CTSA	72604000	1185900032	667190016	16.3338108	9.18943882	1.77745473	0.0056578	0.00735917	0.15672357
P07858	CTSB	53875000	734049984	770830016	13.6250582	14.3077497	0.95228517	0.0003849	0.06842694	0.21649769

How the deposited data were processed for this re-analysis (not part of the article)

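The processed data of 6 Clariom S human arrays were used, 3 of KM12SM and 3 of SW620 RNA, with each array mapped to its line and replicate number by the sample labels. The authors deposited RMA values from Transcriptome Analysis Console on the log2 scale, rounded to 2 decimals, and these were used as they stand. The medians and quartiles of the arrays differ slightly, so the deposited values were not forced to 1 common distribution. The version of Transcriptome Analysis Console is not given in the sources used here. No column belonged to a sample outside the mapping. Arrays give no counts, and precision is set by the 3 arrays per line.

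Differences were computed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, KM12SM minus SW620, two-sided) over all 21448 probe sets, with Benjamini-Hochberg adjustment and a threshold of 0.05. No probe set was filtered out and no replicate block was used, since the supplementary methods name limma with no block. Of the probe sets, 17709 carry 1 gene symbol (17687 genes), 0 carry several and 3739 are unnamed here. For the 20 genes with more than 1 probe set, the one with the highest mean over the 6 arrays stood for the gene. NPC2 took its name from the paper's Table S3. Other names of that table were not used, because it lists only probe sets that changed. Genes of the lists without an annotated probe set were not analysed here.

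Counts of list members come from the same test, over all probe sets and adjusted over the list alone. Camera compared each list with all other genes, with Benjamini-Hochberg adjustment over 33 lists: 29 fixed lists and 4 secretome lists from the paper's Table S2. No list that passed at the preset correlation of 0.01 passed with the estimated correlation. The mesenchymal list had an estimated correlation of -0.0036, under the preset, yet its unadjusted p from camera went from 1.91e-07 to 0.00446. Its loss, and that of the intestinal transcription factors (0.00054), can therefore not be put down to correlated genes. Beside the lists described with the results, the fixed lists covered extracellular matrix, endoplasmic reticulum folding, insulin-like growth factor, TGF-beta and BMP, antigen presentation, mismatch repair, proteases, chemokines, cancer driver genes and markers of fibroblasts, leukocytes, endothelium and hepatocytes. The genes named in the text, with the exceptions below, followed a rule: the 6 genes IGFBP3, CD109, LTBP1, PSAP, BMP1 and NPC2, the 10 largest folds in each direction among named probe sets that were called with no overlap between the lines, up to 4 called members of each list with the largest folds, and GAPDH, ALDOA, CDX2, VIM and CDH1, which the rule names. The folds in Table S3 had been seen when the rule was written, so the rule and the lists may not be independent of them. Named outside the rule, after their values were seen, are A2ML1, IGFBP4, ERP44, MINPP1, TSPAN6, HEXA, HMGCS1, SOX2, IFITM2, ISG15 and PTPRC.

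Protein ratios and their p-values are the paper's, from Table S1, and from Table S2 for the secretome lists and the signature genes. Those of Table S1 were joined to the arrays by gene symbol, for 1377 of its 1570 proteins. The correlations were tested with 100000 permutations of genes. Hazard ratios come from Table S4. Table S6 was not used here, because its columns could not be aligned in the text at hand.

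The code was tested on simulated arrays with the mean of each probe set over both lines and its spread within the lines. The real differences between the lines were thus removed. Few probe sets were changed, against 25% called on the real arrays, so the adjusted threshold was stricter in the simulation. The shares found below do not measure how many real differences were missed. Of 50 probe sets changed by a log2 fold of 1, the limma test found 50%, of 50 changed by 2 it found 88%, of 50 changed by 3 it found 100% and of 50 changed by 0.5 it found 2%. It called 0 of 21218 unchanged probe sets, of which 5.39% had an unadjusted p under 0.05. A simulated list of 30 genes shifted by 0.5 had an adjusted p = 6.59e-30 from camera, and an unshifted list of 30 had 0.221. The noise was drawn apart for each probe set, and almost no other gene differed between the lines. The list result thus does not cover correlated genes or the many differences on the real arrays.

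Alternatives fixed before the data were examined were quantile normalization, centring each array on its median, leaving out probe sets with a mean under the 25th percentile, a replicate block, the trend and robust options of eBayes, array weights, the mean of the probe sets of a gene, the methods' t-test, a fold of at least 2 at an unadjusted p, limma's treat against a fold of 1.2, an estimated correlation in camera, the KM12L4 protein ratio, the genes with an mRNA difference of at least 2-fold, unit variance before the principal components, and leaving out each array in turn. Leaving out replicate 3 of both lines was added after seeing the data. The public array data of other cell lines and the RT-qPCR, blot and tissue measurements were not analysed here.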

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

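The tests of explanations in this part were all chosen after the results were seen. The paper reports no test of the gene lists below on its arrays, though its introduction classes KM12 cells as goblet-like and SW620 cells as stem-like, and cell adhesion is among the terms it reports for the secretome. The lists were fixed before the deposited values were examined. The folds of the paper's Table S3, from the same arrays, had been seen when the rule for naming genes was written. The choice of list members may therefore not be independent of those folds. The lists below stand apart from all other genes by camera at a preset correlation. None passes with an estimated correlation, where camera has only the degrees of freedom left by the 6 arrays. The median log2 fold change, KM12SM minus SW620, was 1.40 for epithelial genes, 0.40 for goblet cell genes and 0.94 for intestinal transcription factors. It was -0.45 for mesenchymal genes and -0.39 for Wnt target and stem cell genes. Of 42 lysosomal genes, 16 were higher and 4 lower (18 and 6 adjusted over the list alone), with a median of 0.21, an adjusted p = 0.00859 from camera and an adjusted p = 0.451 with an estimated correlation. CTSS rose by 2.72 and IDS had -1.50. Of 19 genes of cholesterol synthesis and uptake, 11 were higher and 8 did not pass (11 adjusted over the list alone), with a median of 0.69, an adjusted p = 0.000314 from camera and an adjusted p = 0.257 with an estimated correlation. INSIG1 rose by 1.46, CYP51A1 by 1.11 and SREBF2 by 1.10. Of 23 integrins and adhesion receptors, 12 were higher and 4 lower (13 and 4 adjusted over the list alone), with a median of 0.58, an adjusted p = 0.00795 from camera and an adjusted p = 0.223 with an estimated correlation. ALCAM rose by 5.14, CDH17 by 4.95 and CD44 by 3.18, and ITGA5 had -2.94. The 5362 probe sets called by limma compare with at most 0 in the other splits of the 6 arrays into 3 and 3. Of these 10 splits, 1 gave as many calls, the real one, and 10 splits are too few for a share under 0.05. Each other split mixes the lines, so the line difference adds to the spread within its groups. Few calls were thus likely there in any case, and the comparison decides nothing.

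Of the genes of the proteins higher in KM12 medium, 45 had no called mRNA rise in KM12SM. Their median standard error was 0.998 times that of all probe sets. Limma draws standard errors towards a common value: FUCA1 had 0.161 with SDs of 0.02 and 0.08, and LUM 0.276 with 0.75 and 0.095. A ratio near 1 was thus likely for any such group, so imprecise values and small missed rises stay open. Of the 2439 probe sets at or above the median level of these genes (9.31), 9.92% differed by 2-fold or more. This argues against a ceiling near that level, but the brightest of these genes (12.2) were not tested apart. A protein rise in KM12L4 alone is argued against for 28 of the 45 (62.2%). These had a KM12SM over SW620 ratio above 1 at a protein p of 0.05 or less. Proteins found in KM12SM and not in SW620 at that p were counted with them, whether or not KM12L4 held them. The share is partly fixed in advance. The 45 include the 17 genes not called and the 1 lower among the 60 whose proteins were past the 5-fold limit in KM12SM. A called mRNA rise was more frequent where the protein was past the limit of 5-fold in KM12SM (70.0% of 60) than for the other proteins (38.6% of 44; Fisher's exact test, two-sided, p = 0.00247), but all 34 of the latter with a measured ratio had one above 1, so this does not part proteins that rose from those that did not. Release, processing or stability of the proteins was not tested, and no biological explanation was tested.

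The 7 heat shock genes had a median log2 fold change of -2.24, with 6 lower and 0 higher in KM12SM. Together with 8 immediate early genes, the list had a median of -1.07. Camera gave the list an adjusted p = 0.000652, and an adjusted p = 0.257 with an estimated correlation. HSPA1A had -3.03, HSPH1 -2.55, DNAJB1 -2.30 and HSPA6 -2.24, and without any 1 array the adjusted p was at most 0.00175, which argues against a single array. In the paper's proteome, the 6 heat shock proteins found had a median log2 ratio of 1.29 (KM12SM over SW620), above the 0.03 of 831 proteins (permutation p = 0.0211), but HSPH1 had -4.81 and HSPA1A -0.05, so the proteins went both ways. A state of the array cultures cannot be told apart from a difference between the lines by these 6 proteins, and neither can handling before harvest, since 4 immediate early genes were higher and 3 lower (median 0.27).

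Interferon-stimulated genes were higher in KM12SM: 18 of 29 rose and IFITM2 was lower (20 and 2 adjusted over the list alone), with a median log2 fold change of 1.19, an adjusted p = 4.38e-09 from camera and an adjusted p = 0.223 with an estimated correlation. MX1 rose by 2.92 (standard error 0.19), OAS1 by 2.82 (0.29), BST2 by 2.57 (0.18) and GBP1 by 2.44 (0.19). Without any 1 array the adjusted p was at most 1.29e-07, which argues against a single array. RNA of leukocytes is argued against by the leukocyte markers, of which 2 of 14 were higher (LYZ, which the goblet list also holds, and CD68), with PTPRC at a log2 signal of 3.93 in KM12SM and 3.90 in SW620. In the paper's proteome, the 1 protein of the list found, ISG15, had a ratio of 0.346 (the paper's p = 0.0219), with an mRNA log2 fold change of 0.08 that did not pass the test, and a difference between the lines in interferon signalling stays open and untested.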

How the results depend on the processing

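Leaving out replicate 3 of both lines was chosen after seeing the data, and the other settings were planned. No result changed sign under any setting once called. The 5362 calls became 4099 to 5428 without 1 array, 6405 with the methods' t-test at an unadjusted p under 0.05 and 6234 without replicate 3 of both lines. With array weights they were 10078 (5050 higher and 5028 lower); these weights ranged from 0.303 to 6.57 and their estimate stopped before converging. The methods' t-test with Benjamini-Hochberg adjustment, which takes the spread of each probe set alone, gave 3038 (1499 and 1539), treat against a fold of 1.2 gave 3204 (1634 and 1570), and a fold of at least 2 at an unadjusted p under 0.05 gave 2242; the last 2 ask for larger folds. The share of calls that were higher was 45.4% to 54.5% over the settings, against 50.5%. Whether the replicate numbers pair the arrays stays open. Deviations from the line means had correlations of 0.0577, 0.0951 and 0.149 for equal numbers. The 0.149 of replicate 3 was the highest of all pairs, and pairs of a replicate 3 with another number had -0.142 to -0.0450. KM12SM replicate 2 correlated best with SW620 replicate 1 (0.100). Replicate 3 of both lines also lay on the same side of the second component (20.6 and 31.5), and a shared batch was not tested. The replicate block gave 5681 calls. Under an estimated correlation, the adjusted p from camera was 0.147 (mesenchymal), 0.149 (the 6-gene, epithelial and intestinal transcription factor lists, proteins higher in KM12SM medium and proteins lower in KM12 medium), 0.183 (goblet), 0.200 (proteins higher in KM12 medium), 0.223 (interferon, integrins), 0.230 (Wnt), 0.257 (cholesterol, heat shock), 0.395 (the other proteins higher in KM12 medium) and 0.451 (lysosome). The enterocyte list, at 0.0630, passed with trend and robust options (0.0497) and ranged from 0.0340 to 0.127 without 1 array; the cause was not tested. Of the other proteins higher in KM12 medium, 10 in place of 17 genes were higher by the t-test with Benjamini-Hochberg adjustment. Without dim probe sets, the mean r was 0.978 within and 0.845 between lines (0.987 and 0.923 with them), and the first component held 82.2% of the variance. It held 41.9% at unit variance, 77.4% to 82.8% without 1 array and 89.9% without replicate 3 of both lines, the arrays that the second component sets apart. The protein and mRNA correlation was 0.557 to 0.565 without 1 array, 0.533 with KM12L4 ratios and 0.764 over the 121 genes with an mRNA difference of at least 2-fold. Among single genes, member counts and shares, 2671 values kept their direction and side of the threshold, 142 moved, 30 lost their call and 1 (BMP1) gained it. Of genes called in the text, the methods' t-test with Benjamini-Hochberg adjustment lost RPL27 (adjusted p = 0.0511), TSPAN6 (0.0525), IGFBP4 (0.0530), SYP (0.0537), MINPP1 (0.0544), ERP44 (0.0561), FLT1 (0.0568), EXO1 (0.0915), ALDOA (0.110), PRDX4 (0.111), HEXA (0.123), HMGCS1 (0.236) and FGA (0.288). Signal over background limits folds of genes dim in 1 line.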

Differences from the paper's values

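No test in this part was chosen after the result was seen. The arrays and the RT-qPCR of Fig. 2C are different assays of the same lines, and 4 of the 6 folds of KM12SM over SW620 differ. A fold is said to differ where the log2 values lie apart by more than the larger SD of the 3 arrays of a line and 1 fold is more than 1.5 times the other. For IGFBP3 the arrays gave 22.9-fold, and the paper's value is about 50 in Fig. 2C, read by eye. For LTBP1 the arrays gave 3.24-fold and the paper's value is about 13 in Fig. 2C, read by eye. For CD109 the arrays gave 5.06-fold and the paper's value is about 2.5 in Fig. 2C, read by eye. For NPC2 the arrays gave 4.01-fold and the paper's value is about 2.6 in Fig. 2C, read by eye. For IGFBP3, LTBP1 and CD109 the difference stayed under each alternative set before the data were examined. For NPC2 it was no longer past the limits with each array centred on its median, without KM12SM replicate 1 or without KM12SM replicate 2, and stayed under the others. The folds of PSAP and BMP1 did not differ by these limits. The paper's text gives IGFBP3 as the highest and PSAP as the lowest of the genes by RT-qPCR. On the arrays IGFBP3 also had the largest fold, and BMP1 (1.27-fold) lay below PSAP (1.75-fold). In Fig. 2C, read by eye, BMP1 (about 1.1) also lies below PSAP (about 2.0). The array correlations and the shares of variance of the first and second components match the numbers printed in Fig. S2.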

Other observations

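The test on hazard ratios was written before its result was seen. So was the test on proteins found with KM12SM and not with SW620, or the reverse. The genes and lists named here followed the rules set for them. Some further gene groups differed in single members. Of 20 chemokines and inflammatory cytokines, 7 were higher and 2 lower (7 and 2 adjusted over the list alone): IL18 rose by 4.19 (standard error 0.19) and CXCL16 by 3.31 (0.17), and CXCL8, which attracts neutrophils, had -2.94 (0.19). In the TGF-beta and BMP pathway, 10 of 34 were higher and 8 lower (10 and 8 adjusted over the list alone), with ID3, a target of BMP signalling, at 3.89 (0.20), the signal transducer SMAD4 at 2.98 (0.18) and the ligand subunit INHBB at -2.63 (0.30). SMAD4 and the receptor EGFR (3.04, 0.24) were the 2 of 8 cancer driver genes that were higher (2 higher and 1 lower adjusted over the list alone). In the insulin-like growth factor axis, 5 of 14 were higher and 3 lower (5 and 3 adjusted over the list alone), among them IGFBP2 (1.70), INSR (1.16) and IGF2R (-1.76). Of 18 antigen presentation genes, 7 were higher and 2 lower (8 and 2 adjusted over the list alone): the peptidase ERAP2 rose by 3.14 (0.25), the immunoproteasome subunits PSMB9 and PSMB8 by 2.31 (0.28) and 1.90 (0.18), and HLA-C had -1.34 (0.18). Of 33 matrix genes, 6 were higher and 6 lower (7 and 6 adjusted over the list alone), with NPNT at 5.29, SPON1 at 4.22 and NID1 at -3.71.

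Of 24 proteases and their inhibitors, 6 were higher and 4 lower (6 and 4 adjusted over the list alone), with ADAM9 at 1.40 and PLAU, the urokinase, at -1.34. Of 32 genes of folding in the endoplasmic reticulum, 4 were higher and 5 lower (5 and 6 adjusted over the list alone), the largest difference being DNAJB11 at -1.18. Of 7 mismatch repair genes, EXO1 (1.33) was higher and MSH6 (-1.51) and PCNA (-0.84) were lower (1 and 2 adjusted over the list alone). EXO1 lost its call with the methods' t-test and Benjamini-Hochberg adjustment (adjusted p = 0.0915), as did FLT1 below (0.0568). CCNE1 (1.39) and CDK1 (-0.97) had the largest differences among cell cycle genes. Of the markers of other cell types, LUM was lower among 9 of fibroblasts, FLT1 (1.49) was higher among 10 of endothelium, and SERPINA1 (-2.17) and FGA were lower among 15 of hepatocytes, where FGA lost its call without KM12SM replicate 1 or 2 or SW620 replicate 2 or 3 (adjusted p 0.0699 to 0.175). Adjusted over the list alone, 1 fibroblast, 1 endothelial and 1 hepatocyte marker passed. Camera gave these lists of further groups adjusted p-values of 0.140 to 0.906, so none stood apart from other genes.

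A hypothesis was that genes of the 119 proteins with a larger mRNA rise in KM12SM have a larger hazard ratio in patients. Across 104 genes, which are not independent replicates, Spearman rho with the hazard ratios of the paper's Table S4 was 0.0715, 0.142 and 0.0354 in 3 cohorts (permutation p = 0.473, 0.151 and 0.721; adjusted p = 0.710, 0.452 and 0.721 over 3). Pearson r was -0.0183, 0.0440 and 0.0912 (permutation p = 0.853, 0.658 and 0.356, each adjusted p = 0.853). No relation was detected, and a weak one cannot be told apart from none with 104 genes.

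A further hypothesis was that mRNA is higher in the line whose medium held the protein. A protein with any intensity in the paper's Table S1 counted as found, with no limit on its p. Whether KM12L4 held it was not considered, so these groups are not the paper's sets of exclusive proteins. The median log2 fold change was 0.22 for 347 proteins found with KM12SM and not with SW620, of which 119 had higher and 46 lower mRNA. It was -0.48 for 135 proteins found with SW620 and not with KM12SM, of which 5 had higher and 62 lower mRNA. The medians differed by 0.71 (permutation p = 1e-05, the smallest the permutations can give), consistent with the hypothesis for the groups of proteins, though not for each protein.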
